# BrainSTEM: A single-cell multiresolution fetal brain atlas reveals transcriptomic fidelity of human midbrain cultures

**DOI:** 10.1126/sciadv.adu7944

**Published:** 2025-10-31

**Authors:** Hilary S. Y. Toh, Lisheng Xu, Carissa Chen, Pengyi Yang, Alfred X. Sun, John F. Ouyang

## Abstract

Protocols for deriving midbrain dopaminergic (mDA) neurons for Parkinson’s disease (PD) modeling and therapy remain incompletely benchmarked against in vivo references. To establish transcriptomic standards, we generated an integrated human fetal whole-brain atlas and a midbrain subatlas. Whole-brain analysis revealed strong region-specific signatures, underscoring the need for global mapping before refined midbrain annotation. We implemented this two-tier strategy, BrainSTEM (Brain Single-cell Two tiEr Mapping), to systematically reassess published single-cell datasets of human midbrain culture models. BrainSTEM confirmed the presence of bona fide midbrain cell types (“on-target”), but also revealed substantial populations aligning with nonmidbrain regions (“off-target”), inflating reported mDA yields across protocols. This unbiased framework enables rigorous evaluation of differentiation outcomes, clarifies current limitations of midbrain-directed models, and provides a foundation for refining protocols toward more faithful in vitro systems for PD research and regenerative applications.

## INTRODUCTION

The human midbrain has been the target of numerous studies due to the selective vulnerability of midbrain dopaminergic (mDA) neurons in Parkinson’s disease (PD) (*1*–*3*). Many mDA neuron differentiation protocols have been proposed (*4*–*6*), modeled after developmental biology principles to pattern stem cell–derived progenitors toward a ventral floor plate fate using small-molecule morphogens (*7*–*10*). However, considerable variation in culture conditions persists, which may complicate the interpretation of disease phenotypes. The heterogeneity in DA neuron yield and uncertain transcriptional fidelity of culture products also poses challenges for PD cell therapy, an active area of clinical trial research (*11*–*13*).

Single-cell RNA (scRNA) sequencing, an emerging technology that can resolve cellular heterogeneity, has been extensively applied to cortical systems (*14*, *15*). While there have been some studies on the developing human midbrain (*16*, *17*), much remains to be explored. In addition, a systematic comparison of in vitro cultures to the actual midbrain is lacking. Furthermore, directly mapping midbrain protocols to a fetal midbrain reference—instead of the whole brain—prematurely limits the scope of the comparison. This can introduce bias as it may not account for the presence of cell types from other brain regions found in midbrain models due to off-target patterning.

In this study, we address these gaps by developing a comprehensive and multiresolution fetal whole-brain atlas and a midbrain subatlas to characterize the molecular fidelity of available midbrain culture datasets. The fetal midbrain subatlas is designed to provide a high-resolution map of the developmental trajectories of midbrain cell types and reveal their interactions. Unlike previous efforts that limit the comparison to specific brain regions, we designed a two-tier projection approach, recognizing that in vitro differentiation often produces off-target cell types and brain regions (*18*). In the first-tier mapping, query datasets are projected onto the fetal whole-brain atlas to assess the brain region identity of various neural populations. Following this, midbrain-specific cells are projected onto the intricately annotated midbrain subatlas. This second higher-resolution projection identifies mDA neurons as well as rare subpopulations that may otherwise be masked by nonmidbrain region cell types. Using this two-tier mapping approach that we termed BrainSTEM (Brain Single-cell Two tiEr Mapping), we conducted an extensive curation of available single-cell datasets, covering both two-dimensional (2D) and 3D organoid models, and examined each protocol’s capacity to recapitulate the in vivo midbrain. Collectively, our work provides a comprehensive resource of the fetal whole brain and midbrain and establishes a reference for evaluating the accuracy of midbrain models for protocol optimization in future development.

## RESULTS

### Integrated whole-brain fetal atlas identifies cell types with brain region–specific gene signatures

To create a fetal whole-brain reference atlas containing brain region information, we integrated two datasets by Braun *et al.* (*19*) and Zeng *et al.* (*20*) (Fig. 1A). We leverage on the advantages of both datasets to profile the human brain from postconception week (PCW) 3 to 14 totaling 679,666 cells from 39 donors, providing a highly comprehensive view of early human brain development. Major cell classes from both datasets clustered together and were uniformly distributed (Fig. 1, B to D, and fig. S1, A to C), except for samples from PCW 3 and 4 that were exclusive to Zeng *et al.* (*20*) (Fig. 1E and table S1).

**Fig. 1.**
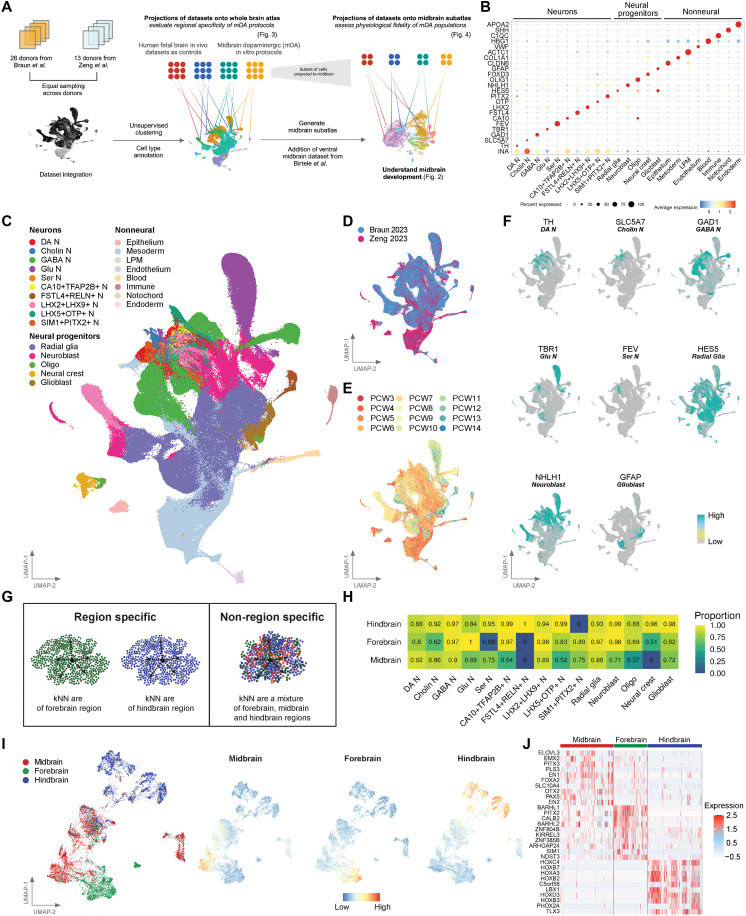
Construction of a fetal whole-brain single-cell atlas identified brain region–specific gene expression signatures across different neural cell types. (**A**) Schematic depicting the computational workflow for constructing the fetal whole-brain single-cell atlas and fetal midbrain subatlas, followed by their downstream applications. This includes projecting in vitro–derived datasets onto these reference atlases to evaluate their transcriptional fidelity. Created in BioRender. Toh, H. (2025); https://BioRender.com/pl47oha. (**B**) Dotplot of gene expression of known marker genes across different annotated cell types in the fetal whole-brain atlas. Uniform Manifold Approximation and Projection (UMAP) plot of fetal whole-brain atlas showing (**C**) the annotated cell types, (**D**) the single-cell study, (**E**) the embryonic age in postconception week, and (**F**) the gene expression of known marker genes for selected cell types. (**G**) Schematic depicting the determination of region specificity by comparing the region identity of each cell’s *k*-nearest neighbors. Created in BioRender. Toh, H. (2025); https://BioRender.com/pl47oha. (**H**) Heatmap showing the average proportion of *k*-nearest neighbors mapping to the corresponding brain region (midbrain, forebrain, or hindbrain) across different cell types. UMAP plot of dopaminergic (DA) neurons showing (**I**) the brain region identity, the midbrain region gene expression signature, the forebrain region gene expression signature, and the hindbrain region gene expression signature. (**J**) Heatmap of gene expression of top 10 marker genes, ordered by log2 fold change, for each brain region in DA neurons.

Next, we harmonized cell-type labels across the reference datasets and curated a marker gene panel to annotate the integrated atlas. Our marker gene panel is derived from canonical markers supported by literature and cross-referencing to the original dataset’s annotation criteria (Fig. 1, B and F, and fig. S1D). This consensus annotation approach identified 23 cell types broadly classified as neurons, neural progenitors, and nonneural (Fig. 1B). The neurons comprised 10 cell types, 5 of which were classically defined by neurotransmitters (DA N, Cholin N, GABA N, Glu N, and Ser N) and 5 other cell types labeled with their differentially expressed markers (table S2).

Different brain regions comprise distinct cell types and microenvironments, which manifest as unique transcriptomic signatures. To identify cell types with brain region specificity, we built a *k*-nearest neighbor (kNN) classifier by training it on region labels provided in Braun *et al.*’s (*19*) dataset (Fig. 1G). Focusing on neurons and neural progenitors, cell types with an average classification probability higher than 0.65 were defined to be region specific (Fig. 1H). Of note, we observed high region classification probability for cell types like midbrain DA N (score of 0.92) and forebrain Glu N (score of 1.0), which are known to be distinctive neurons present in the midbrain and forebrain respectively. In contrast, forebrain Ser N were low-scoring (score of 0.08), suggesting a lack of forebrain-specific gene signature for these neurons. As expected, neural progenitor cell types (radial glia, neuroblasts, and glioblasts) displayed region specificity across all three brain regions (fig. S1E), a finding consistent with Braun *et al.* (*19*). The top differentially expressed genes (DEGs) distinguishing forebrain radial glia include well-known genes such as *EMX2* and *FOXG1*, while *EN1* and the *HOX* family of transcription factors mark midbrain and hindbrain radial glia, respectively.

In addition to well-established genes, we also identified markers associated with each region-specific cell type (Fig. 1, I and J, and table S3). Focusing on DA N, we reported 21 genes that specify its midbrain regional identity, including well-known genes such as *EN1* (*21*, *22*) and *PITX3* (*23*) and other less known markers, namely, *ELOVL3* (very long chain fatty acid elongase 3) and *MYRIP* (myosin VIIA and Rab interacting protein). We found little overlap between brain region–specific genes across major neuron subtypes, except for hindbrain, suggesting distinct signatures specifying brain region identity for these neurons (fig. S1F).

### Fetal midbrain subatlas reveals insights into early midbrain development

To generate a high-resolution single-cell landscape of the early midbrain, we constructed a midbrain subatlas. We applied our region-based kNN classifier to cells from Zeng *et al.* (*20*) to identify midbrain-associated cells to maximize the number of cells in the subatlas (Figs. 1H and 2A). These cells were then combined with midbrain cells from Braun *et al.* (*19*) and a recently published human ventral midbrain dataset by Birtele *et al.* (*17*). This resulted in a midbrain subatlas comprising 102,335 cells, which is the largest developing human midbrain resource to date, spanning PCW 3 to 14 (Fig. 2, B and C; fig. S2A; and table S4).

**Fig. 2.**
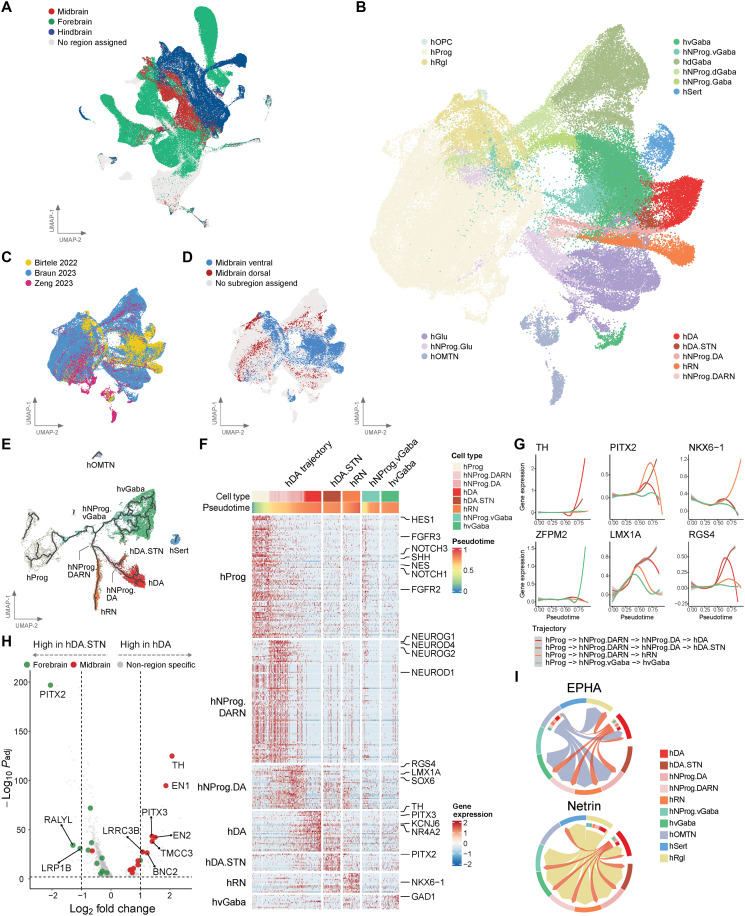
Fetal midbrain subatlas resolved developmental trajectories and rare subpopulations of the early midbrain. (**A**) UMAP plot of fetal whole-brain atlas showing the brain region identity. UMAP plot of fetal midbrain subatlas showing (**B**) the midbrain cell-type annotations, (**C**) the single-cell study, and (**D**) the midbrain subregion, i.e., ventral or dorsal. (**E**) UMAP plot of fetal midbrain ventral subregion-associated cells overlaid with Monocle3-inferred trajectories identifying four major trajectories giving rise to hDA, hDA.STN, hRN, and hvGaba neurons. (**F**) Heatmap showing the gene expression of marker genes for the different cell types present in the four major trajectories identified by Monocle3 algorithm ordered by pseudotime. (**G**) Gene expression of selected genes across pseudotime that are up-regulated in hDA (*TH*), hDA.STN (*PITX2*), hRN (*NKX6-1*), hvGaba (*ZFPM2*), or hNProg.DA (*LMX1A* and *RGS4*). (**H**) Volcano plot showing the differential expression between hDA neurons and hDA.STN neurons. (**I**) Signaling patterns between fetal midbrain ventral subregion-associated cell types for the Ephrin-A (EPHA) and Netrin signaling pathways.

To annotate the fetal midbrain subatlas, we adapted the cell-type nomenclature defined by La Manno *et al.* (*16*) in which they reported the first human ventral midbrain dataset, with modifications (fig. S2, B and C). First, we added an “hGlu” cell type found in the dorsal midbrain that was not present in La Manno *et al*.’s (*16*) ventral midbrain. Second, we combined certain cell types such as hRgl1, hRgl2a, hRgl2b, hRgl2c, and hRgl3 into one common label “hRgl” (radial glia). Notably, we introduced previously unidentified midbrain cell-type labels derived from a combination of our trajectory analysis and midbrain subregion information from the reference datasets. These include 6 subtypes of neuronal progenitors [hNProg (hNProg.Glu, hNProg.Gaba, hNProg.vGaba, hNProg.dGaba, hNProg.DARN, and hNProg.DA)] that give rise to their corresponding neurons termed glutamatergic neuron (hGlu), ventral GABA neuron (hvGaba), dorsal GABA neuron (hdGaba), red nucleus (hRN), dopaminergic neuron (hDA), and subthalamic nucleus/dopaminergic neurons (hDA.STN) (Fig. 2B). The cell types hvGaba and hdGaba, and their precursors hNProg.vGaba and hNProg.dGaba are denoted with a “v” or “d” label, highlighting their ventral or dorsal subregion bias based on midbrain subregion metadata (Fig. 2D and fig. S2E). Some cell types such as hDA and hvGaba that reside predominantly in the ventral midbrain subregion contain more cells from Birtele *et al.*’s (*17*) dataset as it is a ventral-only midbrain dataset (fig. S2A). Conversely cell types of a dorsal midbrain identity such as hNProg.dGaba and hdGaba mostly contain cells from Braun *et al.* (*19*) because it is the only parent reference dataset to contain dorsal midbrain tissue (fig. S2A). We further validated the concordance of cell-type labels in the two atlases subatlas and found that major classes of midbrain cell types correspond well to their whole-brain counterpart (fig. S2D). For instance, 97.2% of hDA neurons and 92.2% of hSert neurons in the midbrain subatlas were labeled as DA N and Ser N, respectively, in the whole-brain atlas. Overall, the refined midbrain cell-type annotation corresponds well with the cell-type labels used in the whole-brain atlas (fig. S2D and table S4).

To further delineate the developmental trajectories in the ventral midbrain, we used Monocle3 to perform trajectory inference on ventral-associated cell populations in the fetal midbrain. The inferred trajectories suggest that hvGaba neurons diverge from hRN and hDA earlier in pseudotime (Fig. 2E). hRN, hDA, and hDA.STN neurons appear to share a common progenitor that we labeled as hNProg.DARN (Fig. 2E). Anatomically, these three groups of neurons are in close proximity, supporting the idea that they may originate from a common intermediate progenitor (*24*). From our inferred lineages, hNProg.DARN then gives rise to hRN and hNProg.DA, the immediate precursor to hDA and hDA.STN (Fig. 2E). DEG analysis on these ventral midbrain cell types identified well-known floor plate markers such as *LMX1A* and *SOX6* expressed by hNProg.DA cells and classical dopaminergic marker genes *TH* and *KCNJ6* for hDA (Fig. 2F). We then examined the temporal expression of selected markers for each ventral midbrain neuron subtype. *LMX1A* and *RGS4* are up-regulated in hNProg.DA early in pseudotime and subsequently become down-regulated in hDA but remain highly expressed in hDA.STN (Fig. 2G), suggesting that both nuclei may share a common progenitor but diverge later by differential regulation of certain floor plate progenitor genes.

Detecting hDA.STN in our midbrain subatlas was unexpected, given that the subthalamic nucleus is a diencephalic structure, located in the forebrain (*25*). We confirmed the robustness of this finding as cells from all three studies contributed to this subpopulation, and Braun *et al.* (*19*) have previously reported a similar cell population that they named the PITX2 lineage (*19*). The STN lineage has also been reported to be closely related to the hDA lineage in mouse brain studies (*26*, *27*). hDA.STN and hDA share classical mDA markers like *LMX1A* and *FOXA2*, making it challenging to distinguish in culture systems. We confirmed that *PITX2* is a robust marker of the STN lineage and reported more markers distinguishing these two closely related cell types (Fig. 2H and table S5). Gene set overrepresentation analysis of DEGs revealed a predominance of axonogenesis and dopamine metabolism pathways in hDA neurons, while protein translation– and protein folding–related pathways were up-regulated in hDA.STN neurons (fig. S2F). To understand intercellular communication differences between hDA and hDA.STN, we carried out cell-cell interaction analysis on ventral midbrain cell types. On a global level, hNProg.DARN and hOMTN contribute more to outgoing interactions (fig. S2G). Comparing hDA and hDA.STN, we found the Ephrin-A (EPHA) and Netrin signaling pathways to be specific for hDA (Fig. 2I). These pathways are essential for the formation of dopaminergic neuron circuits (*28*–*30*).

### Projection to whole-brain atlas to identify broad cell types and assess brain region fidelity of midbrain cultures

To determine the cell type and region identity of midbrain cultures, we retrieved published scRNA sequencing (scRNA-seq) data involving midbrain differentiation (*31*–*42*). 

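The in-house midbrain organoids were grown from WA09 (H9) cells, an established line of human embryonic stem cells, and were sampled at days 20, 25, 30, 40, 50 and 60 of culture. Their cells were dissociated, fixed and sequenced after split-pool barcoding, in which the transcripts of each cell receive a combination of well barcodes. The labels give 8 sublibraries for each day, 48 in all. A sublibrary is an aliquot of the pooled cells, so the spread over sublibraries is technical, and no replicate culture is named for a day. The day was therefore taken as the sample (n = 6 days), tests compare days along the time course, and no p-value is given for a single day. With 1 sample per day, the spread between days includes technical spread.
The authors' deposited matrix holds unnormalized counts of transcripts, made with the Parse Biosciences pipeline and the GRCh38 genome, for 25490 genes in 34702 cells. The paper's filter leaves 7103, 6711, 5489, 3785, 5003 and 6608 cells from day 20 to day 60. The total count per day was 41289741, 30618495, 24532861, 16649929, 25969519 and 34917904 in the same order. Sublibraries held 4136163 to 6760856 counts at day 20 and 1612254 to 2674577 at day 40, the deepest and the shallowest day. Cells were clustered on 3000 variable genes and 50 principal components with Leiden resolution 2.0, and a cluster was named after a cell type, as X-like, only from marker lists fixed beforehand. For each neural cell, module scores of midbrain, forebrain and hindbrain gene lists were computed, and the region with the highest score was called where that score was above 0. Counts were summed over the cells of each day, and each gene's log2 change per 10 days was fitted with edgeR's quasi-likelihood test on TMM-normalized sums, with levels given as CPM.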

Overall, we obtained 12 publicly available datasets, spanning both 2D and 3D cultures, and included our in-house midbrain organoid differentiation protocol (*43*), totaling more than 1.4 million cells across 50 conditions (table S6). We grouped them into two categories: (i) in vitro differentiation time series and (ii) PD models. We systematically evaluated each protocol using BrainSTEM, a two-tier mapping framework in which single cells are first projected to the whole-brain atlas and cells with predicted midbrain identity are subsequently mapped to the midbrain subatlas (Fig. 3A). To improve cell-type predictions, we retained confident assignments of projected cell types determined by marker gene module scoring (fig. S3).

**Fig. 3.**
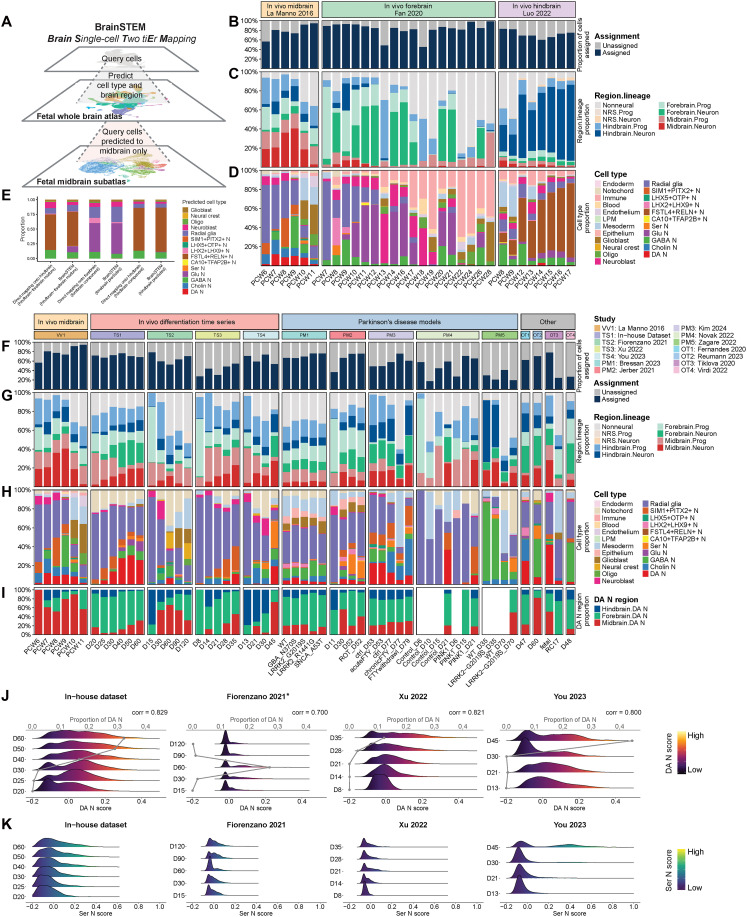
Projection of midbrain culture datasets uncovered differences in cell-type composition and brain region specificity. (**A**) Schematic depicting the BrainSTEM framework’s two-tier mapping process of query datasets onto our fetal whole-brain atlas and midbrain subatlas. Created in BioRender. Toh, H. (2025); https://BioRender.com/pl47oha. Proportion plots of in vivo brain tissue single-cell studies across different developmental stages showing (**B**) proportion of cells confidently assigned, (**C**) region.lineage proportions for confidently assigned cells, and (**D**) cell-type proportions for confidently assigned cells. (**E**) Cell-type proportions of synthetic dataset consisting of 5:1 hindbrain-to-forebrain cells projected either by BrainSTEM or by DM. Proportion plots of in vitro–derived single-cell datasets across different time points and conditions showing (**F**) proportion of cells confidently assigned, (**G**) region.lineage proportions for confidently assigned cells, (**H**) cell-type proportions for confidently assigned cells, and (**I**) brain region proportions for confidently assigned DA neurons. (**J**) Ridge plots showing the distribution of dopaminergic neuron gene expression signature (DA N score) and line graphs showing the proportion of DA N in the midbrain-associated cells across different time points for selected in vitro midbrain differentiation time series studies. Spearman’s correlation coefficient for the DA N score and the proportion of DA N in each study presented. Two-sided Wilcoxon rank sum test applied to assess the pairwise difference between the in-house dataset and the other three datasets, with significance indicated by asterisk [*P* value for the in-house dataset versus Fiorenzano *et al.* (*34*): 0.000, the in-house dataset versus Xu *et al.* (*38*): 0.078, and the in-house dataset versus You *et al.* (*39*): 0.779]. (**K**) Ridge plots showing the distribution of serotonergic neuron gene expression signature (Ser N score) in the hindbrain-associated cells in the same setting.

We first demonstrated the reliability of whole-brain projection using scRNA-seq datasets of the developing midbrain (*16*), cortex (*44*), and cerebellum (*45*) as controls for the midbrain, forebrain, and hindbrain, respectively. We performed the first-tier projection of these in vivo datasets to the whole-brain atlas and determined their proportion of assigned cell types and projected region identity. All in vivo datasets showed a high percentage of assigned cell types (Fig. 3B) and the majority of their projected regions belonged to their respective brain regions (Fig. 3C). Among the projected cell types, we observed that the midbrain dataset has higher levels of DA neurons compared to datasets from other brain regions, as expected, while the forebrain dataset contains relatively more glutamatergic neurons (Fig. 3D). In the hindbrain dataset, we identified a high proportion of FSTL4+RELN+ neurons. These may correspond to the cerebellar granule neurons that secrete reelin to guide Purkinje cell migration in the hindbrain (*46*).

To mimic the potential regional heterogeneity in culture systems, we generated a synthetic dataset comprising a 5:1 mixture of hindbrain to forebrain cells and subjected it to either BrainSTEM or direct mapping (DM) to a regional reference (Materials and Methods). We found that BrainSTEM mapping recovered Glu N, a cell type predominantly found in the forebrain and was missed by DM to the hindbrain regional reference (Fig. 3E). BrainSTEM also closely recapitulated the 5:1 regional proportions of the synthetic dataset. To further compare the accuracy of predicted cell types for each brain region, we extracted the forebrain and hindbrain components of the synthetic mixture and mapped them to their respective in vivo references. These proportions were highly similar to that predicted by BrainSTEM, suggesting that BrainSTEM can accurately deconvolute the forebrain and hindbrain components of the synthetic mixture and correctly assign their cell types (Fig. 3E). We observed a similar trend for a separate synthetic mixture of 1:5 hindbrain to forebrain cells (fig. S4A). To thoroughly test the ability of BrainSTEM to resolve brain region identity, we tested more synthetic mixtures (1:10 and 1:20) and showed that BrainSTEM was able to recover forebrain- and hindbrain-specific cell populations that DM missed (fig. S4, A to E). Using FSTL4+RELN+ N as a proxy for cells of the hindbrain region, we found increasing proportions of FSTL4+RELN+ N detected by BrainSTEM as the ratio of hindbrain to forebrain cells increased (fig. S4, A and B). Similarly, the proportions of Glu N increased proportionately to the ratio that forebrain cells were combined with hindbrain cells, suggesting that BrainSTEM can quantitatively detect regional impurities (fig. S4, C and D).

Next, we delved into the region identities of confidently assigned cells for each in vitro dataset (Fig. 3F). Notably, cells from forebrain and hindbrain regions constitute more than half of most midbrain datasets (Fig. 3G). 

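The list of the diencephalic and subthalamic floor, part of the forebrain list, has 8 genes. In the in-house organoids 4 of them fell (SIM1, EPHA3, WNT8B and DBX1) and none rose, also when adjusted over the list alone. WNT8B is a gene of the dorsal midline, so this was not a fall of floor genes alone. SIM1, a transcription factor of hypothalamic and ventral neurons, lies on chromosome 6 of GRCh38 from 100385009 to 100464921 and fell by 1.12 on the log2 scale per 10 days (SE 0.08, adjusted p = 0.000222 from edgeR), from 72.5 TMM-normalized CPM at day 20 to 3.76 at day 60. SIM1 is also a marker of red nucleus neuron-like cells and the leading gene of that cluster, which went from 2.90% of cells at day 20 and 6.14% at day 25 to 0.348% at day 60, so its fall is not specific to forebrain cells. WNT8B, a Wnt ligand of the dorsal forebrain midline, fell by 0.85 (SE 0.11, adjusted p = 0.00141), and EPHA3, an ephrin receptor, fell by 0.41 (SE 0.06, adjusted p = 0.00124). Of 21 forebrain genes tested, 7 fell and 1 rose, and 7 fell and 1 rose when adjusted over the list alone. The member that rose was TBR1, a transcription factor of glutamatergic neurons, with 0.89 (SE 0.24, adjusted p = 0.0248), at a mean of 2.88 CPM, and its call was lost without day 20 (0.67), day 25 (0.86) or day 30 (0.88). EMX2, a transcription factor of the dorsal forebrain that the paper names, had -0.26 (SE 0.13, adjusted p = 0.16), and passed the threshold without day 60 (-0.60).
Cells called forebrain were 33.6% ± 1.41 (SD over 8 sublibraries, technical) of 6068 neural cells with a region called at day 20 and 24.5% ± 2.23 of 3532 at day 60. As a share of retained cells, the forebrain cells declined on every day sampled, from 28.7% (95% interval 27.7 to 29.8%) to 13.1% (95% interval 12.3 to 13.9%), with exact Clopper-Pearson intervals that cover counting error only. For that share against the day, Pearson's r was -0.964 (exact permutation p = 0.00278) and Spearman's rho was -1 (exact permutation p = 0.00278, 0.0111 after Benjamini-Hochberg adjustment over 4 relations). Leaving out the 2 days farthest from the median gave r = -0.904. Among called cells alone, Pearson's r was -0.738 (exact permutation p = 0.106) and Spearman's rho was -0.657 (exact permutation p = 0.175, 0.233 after Benjamini-Hochberg adjustment over 4 relations). With the 2 days farthest from the median left out, r was -0.464. With each cell thinned to 2219 counts, rho was 0.0857 for the share of called cells, and without the diencephalic genes in the list rho was -0.371 for the share of retained cells. Cells called hindbrain were 5.74% of called cells at day 20, 0.952% at day 30 and 5.58% at day 60, from a list of which only 3 of 20 genes were analysed here, so these shares rest on few genes.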

We found that our in-house data and the dataset by Xu *et al.* (*38*) displayed the highest yields of midbrain-predicted cells (Fig. 3G). 

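Genes of the midbrain moved apart over the culture of the in-house organoids. EN1, a homeobox gene of the midbrain and of dopaminergic neurons, lies on chromosome 2 of GRCh38 from 118842171 to 118847648 and rose by 0.29 on the log2 scale per 10 days (SE 0.07, adjusted p = 0.0107 from edgeR), from 19.1 CPM at day 20 to 33.5 at day 60. CNPY1, a gene of FGF signaling at the midbrain-hindbrain boundary, rose by 0.22 (SE 0.07, adjusted p = 0.0294), a call that was lost without day 20 (0.14), day 25 or day 50 (both 0.21). LMX1A, which specifies floor plate progenitors and dopaminergic neurons, fell by 0.44 (SE 0.08, adjusted p = 0.00469), and without day 60 the slope of -0.39 no longer passed the threshold. Its paralog LMX1B fell by 0.28 (SE 0.03, adjusted p = 0.000752). Of 13 midbrain genes tested, 4 rose and 5 fell, and 5 rose and 6 fell when adjusted over the list alone.
Midbrain cells were 60.6% ± 2.17 (SD over 8 sublibraries, technical) of the neural cells with a region called at day 20, 67.2% ± 1.59 at day 25, 74.9% ± 1.18 at day 30, 70.7% ± 2.26 at day 40, 70.1% ± 1.89 at day 50 and 70.0% ± 2.07 at day 60. The highest share was at day 30 with these lists, and at day 25 (90.2%) without the diencephalic genes in the forebrain list. Over all retained cells the share was 51.8% at day 20, 64.5% at day 30 and 37.4% at day 60, while cells with no region called went from 14.5% to 32.8%. For the share of called cells against the day, Pearson's r was 0.446 (exact permutation p = 0.396) and Spearman's rho was 0.429 (exact permutation p = 0.419, 0.419 after Benjamini-Hochberg adjustment over 4 relations). Without the 2 days farthest from the median, r was 0.0387. The 2 highest region scores lay within 0.02 of each other in 10.8 to 14.7% of called cells of a day. The direction with the day depended on the setting: rho was -0.543 with the region called per cluster, and 0.943 with LMX1A, LMX1B and OTX2 left out of the midbrain list, a setting chosen after seeing the data.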

Among the in vitro differentiation time series, midbrain-predicted cells tended to peak between days 30 and 40 in culture. Comparing 2D versus 3D culture conditions, it is not apparent which method is superior in terms of maximizing midbrain region purity. The 3D organoid protocols [in-house data and Fiorenzano *et al.* (*34*)] ranged between 25 and 35% midbrain regional identity at their respective peaks. 2D culture protocols can surpass this, such as the latest time point in Xu *et al.*’s (*38*) dataset, although closer inspection reveals that most of the midbrain cells were composed of progenitors rather than neurons (Fig. 3G).

We next quantified the proportions of projected cell types for each dataset (Fig. 3, D and H). 

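Of 10 markers of dopaminergic (DA) neurons, 8 rose and 2, DDC and LMX1B, fell over the in-house time course, also when adjusted over the list alone. KCNJ6, which encodes the GIRK2 potassium channel of dopaminergic neurons, lies on chromosome 21 of GRCh38 from 37607373 to 38121345 and rose by 1.94 on the log2 scale per 10 days (SE 0.29, adjusted p = 0.00377 from edgeR), from 4.08 CPM at day 20 to 439 at day 60. MYRIP, a myosin and Rab binding protein that the paper lists among midbrain genes of DA neurons, rose by 0.95 (SE 0.06, adjusted p = 0.000198), and PITX3, a transcription factor of these neurons, rose by 0.81 (SE 0.12, adjusted p = 0.00151). TH, the rate-limiting enzyme of dopamine synthesis, rose by 0.91 (SE 0.27, adjusted p = 0.0326) at a mean of 4.09 CPM, and its call was lost without day 20 (0.63), day 25 (0.87), day 30 (0.97) or day 50 (0.91). Of 11 genes of dopamine synthesis, storage and uptake, 7 rose and 1 fell, also when adjusted over the list alone: DRD2, a dopamine receptor, rose by 0.65 (SE 0.09, adjusted p = 0.00109), and the gene that fell was DDC, the decarboxylase that makes dopamine, by 0.35 (SE 0.09, adjusted p = 0.0155; -0.18 without day 60, no longer past the threshold). ELOVL3, a fatty acid elongase that the paper names, rose by 0.82 (SE 0.23, adjusted p = 0.0206) from no count at day 20, at a mean of 0.378 CPM, and the call was lost without day 25 (0.84) or day 50 (0.82) and with days thinned to equal totals (0.68).
DA neuron-like cells were 0.0704% (95% interval 0.0229 to 0.164%) of retained cells at day 20, 1.71% (95% interval 1.42 to 2.05%) at day 25, 6.58% (95% interval 5.94 to 7.27%) at day 30, 13.9% (95% interval 12.8 to 15.1%) at day 40, 13.2% (95% interval 12.3 to 14.2%) at day 50 and 14.7% (95% interval 13.9 to 15.6%) at day 60, with exact Clopper-Pearson intervals for counting error. For this share against the day, Pearson's r was 0.917 (exact permutation p = 0.0194) and Spearman's rho was 0.943 (exact permutation p = 0.0167, 0.0292 after Benjamini-Hochberg adjustment over 7 relations). Leaving out the 2 days farthest from the median gave r = 0.9. Cluster 19, which held TH, DDC and NR4A2 without KCNJ6 among its markers, made up 98.1% of the class at day 30, and clusters 36 and 37, marked by SLC18A2 and EN1, made up 30.1 and 69.8% at day 60. Under other cluster resolutions and cell filters the share ranged from 0 to 2.19% at day 25 and from 0.0911 to 9.02% at day 30. The ranges were 8.90 to 15.6% at day 40, 11.6 to 18.5% at day 50 and 13.3 to 20.1% at day 60.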

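In the in-house organoids progenitors gave way to neurons and, late, to glia. Progenitor-like cells, which carry radial glia, cycling or floor plate markers, were 77.1% ± 1.97 (SD over 8 sublibraries, technical) of retained cells at day 20, 33.9% ± 1.80 at day 40 and 5.19% ± 0.802 at day 60. Neuron-like cells were 6.14% ± 0.566 at day 20, 44.1% ± 1.61 at day 40, 49.95% at day 50 and 45.4% ± 1.67 at day 60. Neuroblast-like cells, with proneural genes such as NEUROG2, had their highest share, 11.2% ± 1.90, at day 30. Glioblast-like cells were 0 of 7103 cells at day 20, which allows a share of up to 0.0422%, and 16.4% ± 0.721 at day 60. For progenitor-like cells against the day, Pearson's r was -0.989 (exact permutation p = 0.00139) and Spearman's rho was -1 (exact permutation p = 0.00278, 0.0194 after Benjamini-Hochberg adjustment over 7 relations). With the 2 days farthest from the median left out, r was -0.997. For neuron-like cells, Pearson's r was 0.913 (exact permutation p = 0.0208) and Spearman's rho was 0.943 (exact permutation p = 0.0167, 0.0292 after Benjamini-Hochberg adjustment over 7 relations). Without the 2 days farthest from the median, r was 0.972. Cluster 29, kept unnamed by a naming rule changed after seeing the data, held 4.49% of cells at day 40, 5.50% at day 50 and 4.21% at day 60. Clusters left unnamed, it included, held 14.5% of cells at day 20 and 18.8% at day 60. Cluster 21 kept the neuron name although it shared the leading genes HEPACAM2, SLC18A1 and TRPM8 with cluster 15, which is neuroblast-like. It held 4.62% of cells at day 40, 7.88% at day 50 and 7.22% at day 60, all counted as neuron-like.
All 14 cell cycle genes fell over the days, also when adjusted over the list alone. MKI67, a marker of dividing cells, lies on chromosome 10 of GRCh38 from 128096659 to 128126423 and fell by 0.71 on the log2 scale per 10 days (SE 0.05, adjusted p = 0.000222 from edgeR), from 227 to 37.5 CPM, and RRM2, a subunit of ribonucleotide reductase, fell by 0.73 (SE 0.05, adjusted p = 0.000198). Of 18 genes of the synapse and of excitability, 13 rose and none fell, also when adjusted over the list alone. GRIN2B, an NMDA receptor subunit, rose by 1.49 (SE 0.23, adjusted p = 0.00412), from 5.06 to 201 CPM. SCN2A, a neuronal sodium channel, rose by 1.02 (SE 0.24, adjusted p = 0.0171; not past the threshold without day 50, at 0.96), and NRXN3, a presynaptic adhesion protein, rose by 0.81 (SE 0.17, adjusted p = 0.0109). Among abundant genes that moved the same way on every day, CSMD1, a complement control protein of the nervous system, rose by 1.66, NTRK2, the BDNF receptor, by 1.64 and SGCD, a sarcoglycan, by 1.29, while MMRN1, a multimerin, fell by 1.07, MECOM, a zinc finger transcription factor, by 1.01, CYYR1 by 0.87 and EYA1, a developmental transcriptional coactivator, by 0.84. Of 23299 genes tested, 5096 rose and 4776 fell at an adjusted p under 0.05, and leaving out day 50 left 3159 that fell.

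**Figure D1:**
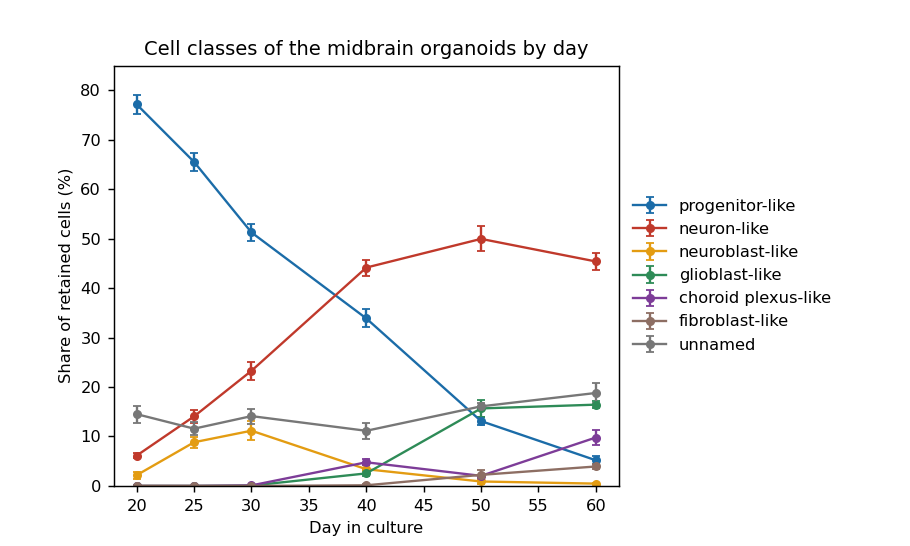
Share of retained cells (%) in each cell class by day in culture, where points are shares, lines join the days and bars are the SD over 8 sublibraries, which is technical. Progenitor-like cells start at 77.1% and end at 5.19%.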

While the transition from radial glia to neuronal cells was observed in most developmental and differentiation time series datasets, the distribution of different neuronal subtypes varied across studies. Benchmarking against La Manno *et al.* (*16*), it is clear that the DA neurons produced in culture are composed of a mixture of regions and their midbrain regional purity does not match that of dissected midbrain tissue (Fig. 3I). 

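The midbrain calls of DA neuron-like cells in the in-house organoids depended on which genes stood in the midbrain list. With the midbrain list as fixed, of 115 DA neuron-like cells at day 25, 79.1% (95% interval 70.6 to 86.1%) were called midbrain. At day 30 this was 83.9% (95% interval 79.7 to 87.6%) of 361 cells, at day 40 73.2% (95% interval 69.2 to 77.0%) of 527, at day 50 77.6% (95% interval 74.2 to 80.7%) of 661 and at day 60 73.5% (95% interval 70.6 to 76.2%) of 972 (exact Clopper-Pearson intervals, counting error only). Forebrain calls were 13.9% at day 25, 8.31% at day 30 and 4.63% at day 60. Hindbrain calls were 1.75% at day 60, and 20.2% of the cells had no region called. Day 20, with 5 DA neuron-like cells, was not compared.
Pooled over days 25 to 60, 2007 of 2182 DA neuron-like cells with a region called were midbrain (92.0%, 95% interval 90.8 to 93.1%) and 148 were forebrain (6.78%, 5.76 to 7.92%). PITX3, EN1 and LMX1B stand in both the DA neuron list and the midbrain list; without these genes and LMX1A in the midbrain list, midbrain calls were 13.0, 16.9, 13.9, 21.5 and 20.3% of all DA neuron-like cells from day 25 to day 60. Of the cells still with a region called, 56.0% were then midbrain and 40.8% forebrain. LMX1A is not in the DA neuron list, so the part of the shared genes alone was not tested. Without the diencephalic genes in the forebrain list, forebrain calls were 2.04%. From the regional mixture in culture, set against dissected midbrain tissue, the paper concludes that the regional purity of cultured DA neurons is below that of the tissue.

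**Figure D2:**
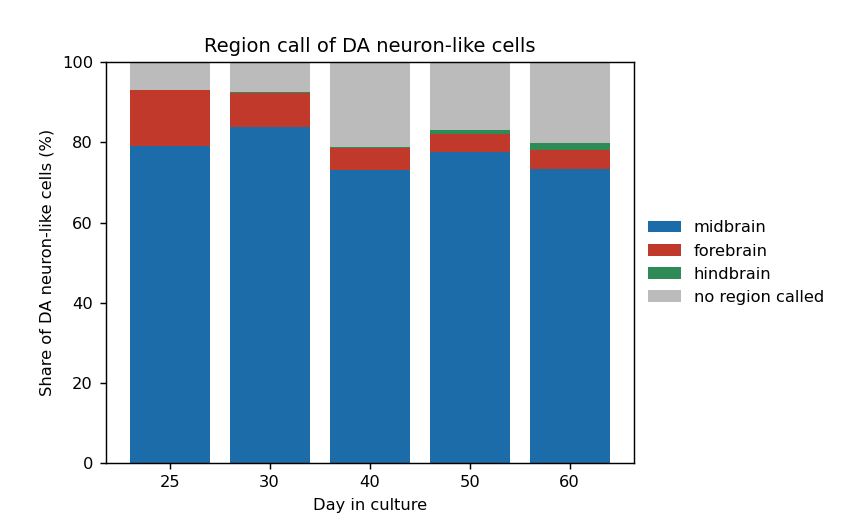
Region called for DA neuron-like cells (%, stacked bars) by day in culture, from day 25 to day 60. Midbrain calls make up the largest part of each bar, between 73.2 and 83.9%.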

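The serotonergic genes scored here were low in the hindbrain cells of the in-house organoids. TPH2, the enzyme of neuronal serotonin synthesis, SLC6A4, the serotonin transporter, and SLC17A8, a vesicular glutamate transporter of some serotonergic neurons, made up the score. FEV was not analysed here. TPH1, the first leading gene of cluster 21 (634 CPM, in 56.3% of its cells), is not in the list and did not enter the score. Over all cells, 3 of 3 serotonergic genes tested rose, also when adjusted over the list alone. The mean Ser N score was -0.0108 over 348 hindbrain cells at day 20 and -0.00235 over 197 at day 60, and lay below 0 on each of the 6 days. Cells with a score above 0 were 0.575% at day 20, 3.19% at day 25, none of 45 at day 30, 1.85% at day 40, 3.55% at day 50 and 4.06% at day 60. For the mean score against the day, Pearson's r was 0.808 (exact permutation p = 0.0611) and Spearman's rho was 0.657 (exact permutation p = 0.175, the only relation in its family of 1). Leaving out the 2 days farthest from the median gave r = 0.61. With 3 of 4 serotonergic genes and the short hindbrain list, these scores rest on few genes, and with the region called per cluster rho was 0.886.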

Because most midbrain protocols aim to generate mDA neurons and minimize contaminants such as hindbrain serotonergic neurons, we calculated the DA N module score across predicted midbrain cells and the Ser N module score across predicted hindbrain cells to assess the presence of the dopaminergic/serotonergic gene signature in respective regions in the four time series datasets. A two-sided Wilcoxon rank sum test was applied to assess the pairwise difference in DA N module scores between the in-house dataset and the other three studies. The statistical analysis showed that Fiorenzano *et al.* (*34*) reported significantly lower DA N scores than the in-house dataset, while Xu *et al.* (*38*) and You *et al.* (*39*) presented scores similar to those of the in-house dataset. By correlating the average DA N module score with the proportion of predicted DA N cells, we found strong concordance across studies, as indicated by Spearman’s correlation coefficients greater than 0.7 (Fig. 3J). 

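Dopaminergic genes scored higher in midbrain cells of later days. The mean DA N score, over genes such as TH, SLC18A2, the vesicular monoamine transporter, and SLC6A3, the dopamine transporter, was 0.0128 in 3680 midbrain cells of the in-house organoids at day 20, 0.00959 at day 25, 0.0127 at day 30, 0.0845 at day 40, 0.117 at day 50 and 0.157 in 2471 cells at day 60. DA neuron-like cells were 0.0543% of midbrain cells at day 20, 2.33% at day 25, 8.56% at day 30, 19.8% at day 40, 22.5% at day 50 and 28.9% at day 60. Between the score and the share over the 6 days, Pearson's r was 0.965 (exact permutation p = 0.00556) and Spearman's rho was 0.829 (exact permutation p = 0.0583, the only relation in its family of 1). With the 2 days farthest from the median left out, r was 0.916. The same genes enter the naming of the class and the score. The rank relation missed the 0.05 threshold; the share jumped between days 20 and 30 while the score stayed near 0.0128. With cells thinned to a fixed count, rho was 0.771.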

Of note, You *et al.* (*39*) uniquely exhibited a bimodal distribution of serotonergic gene signature with a prominent peak in the positive range at the late time point (day 45), suggestive of excessive caudalization during in vitro patterning in this protocol (Fig. 3K).

### Fetal midbrain subatlas provides high-resolution characterization of midbrain cultures

Using the BrainSTEM framework, the first-tier projection allows us to extract cells of midbrain identity and subsequently perform a second-tier mapping to the fetal midbrain subatlas (Fig. 3A). With this approach, we are able to map out finer neural cell types introduced in the midbrain subatlas, without confounding cells from other brain regions. Seven in vitro datasets that contained more than 1000 cells after the first-tier projection were mapped onto the fetal midbrain subatlas (Fig. 4A). We evaluated each protocol’s capacity to generate the different neuronal progenitors (hNProg) and neurons of the midbrain. In addition to hNProg.DA, most protocols generated varying proportions of hNProg.vGABA and hNProg.Glu progenitors (Fig. 4B). Correspondingly, hvGABA and hGlu neurons were frequently observed in culture protocols besides hDA neurons (Fig. 4C). 

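Among midbrain neurons of the in-house organoids, the DA neuron-like share was small at day 20, higher at days 25 and 30, nearly level to day 50 and highest at day 60. It was 1.83% (95% interval 0.223 to 6.47%) at day 20, with 2 such cells, 26.1% (95% interval 21.5 to 31.0%) of 349 midbrain neuron-like cells at day 25 and 38.3% at day 30. It was 40.4% (95% interval 37.2 to 43.6%) of 956 at day 40, 40.1% at day 50 and 48.6% (95% interval 46.1 to 51.2%) of 1468 at day 60, with exact Clopper-Pearson intervals. Red nucleus neuron-like cells, marked by NKX6-1, SIM1 and SLC17A6, were 23.9% (95% interval 16.2 to 33.0%) at day 20, 3.29% (95% interval 2.16 to 4.78%) at day 30 and 0 of 1468 at day 60, which allows a share of up to 0.204%. SIM1 is also in the forebrain list, and of all cells of this class only 26 of 206 at day 20, 39 of 412 at day 25 and none of 23 at day 60 were called midbrain, so these shares leave out most of it. At Leiden resolution 1.0, a cluster marked by POU4F1, NKX6-1 and SLC17A6 took the red nucleus name as well. Its 10 leading genes were those of cluster 24, which is counted here with other neuron-like cells. Cluster 24 held 0 cells at day 20 and 231 at day 60. The absence at day 60 therefore holds only for the class as named at resolution 2.0. GABA neuron-like cells, marked by GAD1, GAD2, SLC32A1, DLX1, DLX2, DLX5 and DLX6, had their highest observed share, 0.837% (95% interval 0.362 to 1.64%), at day 40. They were 0 of 109 at day 20 and 0 of 349 at day 25, which allows shares of up to 2.75% and 0.860%. The DLX genes are in the forebrain list, and only 8 of 69 cells of this class at day 40 and 10 of 119 at day 60 were called midbrain. GATA3, TAL1 and SOX14, markers of midbrain GABA neurons, were not analysed here. Other neuron-like cells were 74.3% at day 20 and 38.7% at day 60.
For the DA neuron-like share against the day, Pearson's r was 0.817 (exact permutation p = 0.0306) and Spearman's rho was 0.943 (exact permutation p = 0.0167, 0.025 after Benjamini-Hochberg adjustment over 6 relations). Without the 2 days farthest from the median, r was 0.751. For red nucleus neuron-like cells, Pearson's r was -0.79 (exact permutation p = 0.0431) and Spearman's rho was -1 (exact permutation p = 0.00278, 0.00833 after Benjamini-Hochberg adjustment over 6 relations). Leaving out the 2 days farthest from the median gave r = -0.835. For GABA neuron-like cells, Pearson's r was 0.763 (exact permutation p = 0.0833) and Spearman's rho was 0.812 (exact permutation p = 0.0722, 0.0722 after Benjamini-Hochberg adjustment over 6 relations). With the 2 days farthest from the median left out, r was 0.595. For other neuron-like cells, Pearson's r was -0.92 (exact permutation p = 0.0111) and Spearman's rho was -0.943 (exact permutation p = 0.0167, 0.025 after Benjamini-Hochberg adjustment over 6 relations). Without the 2 days farthest from the median, r was -0.898. NKX6-1, a homeobox gene of the red nucleus, had a log2 change of -0.12 per 10 days over all cells (SE 0.07, adjusted p = 0.208 from edgeR), and 0.02 without day 60. In summed neuron-like cells it fell by 0.25 (SE 0.07, adjusted p = 0.0286), not past the threshold without day 25 (-0.21), day 30 (-0.23), day 50 (-0.22) or day 60 (-0.27), or with days thinned (-0.20). With 3 clusters of over 2 times the median depth left out, a setting chosen after seeing the data, rho was 0.314 for DA neuron-like cells and 0.657 for other neuron-like cells, and cluster 9, one of these, carries both neuron and progenitor genes.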

We further calculated a ventral score for each dataset (Materials and Methods). Datasets that contained more ventral cell types such as hDA and hNProg.DA (fig. S2E) accordingly received higher ventral scores (Fig. 4D).

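Ventral midbrain genes fell over the days in the in-house organoids. CORIN, a serine protease of the floor plate, lies on chromosome 4 of GRCh38 from 47593999 to 47838106 and fell by 0.80 on the log2 scale per 10 days (SE 0.07, adjusted p = 0.000319 from edgeR), from 879 CPM at day 20 to 129 at day 60. SHH, the floor plate morphogen, fell by 0.37 (SE 0.05, adjusted p = 0.00148). SOX6, a transcription factor of ventral progenitors, fell by 0.27 (SE 0.05, adjusted p = 0.00338), and FOXA2, a forkhead factor of the floor plate, by 0.28 (SE 0.06, adjusted p = 0.00825; -0.17 without day 60, no longer past the threshold). Of 10 ventral genes tested, 8 fell and none rose, also when adjusted over the list alone. Of 7 dorsal genes, 2 rose and 1 fell, also when adjusted over the list alone; the gene that fell was BMP7, a roof plate signal, by 0.50 (SE 0.06, adjusted p = 0.000656).
The mean ventral module score of midbrain cells was 0.374 at day 20 and 0.0484 at day 60, and the dorsal score was 0.0576 and -0.0696. Ventral minus dorsal, the score was 0.317, 0.278, 0.228, 0.152, 0.124 and 0.118 from day 20 to day 60. For that difference against the day, Pearson's r was -0.95 (exact permutation p = 0.00694) and Spearman's rho was -1 (exact permutation p = 0.00278, the only relation in its family of 1). Leaving out the 2 days farthest from the median gave r = -0.973. Progenitor-like cells were 89.0% of midbrain cells at day 20 and 5.63% at day 60, a decline over the same days. MSX2 and TFAP2B of the dorsal list were not analysed here, which leaves 7 of 9 genes.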

**Fig. 4.**
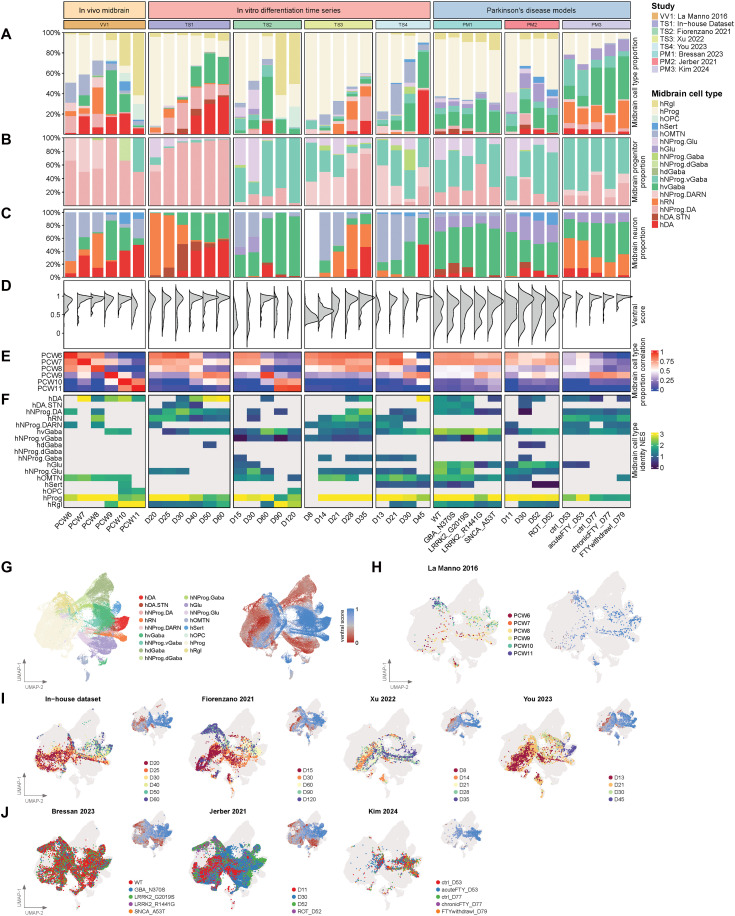
Second-tier projection of midbrain-associated neural cells from midbrain culture datasets revealed differences in cell-type composition, ventral score, and cell-type identity strength. Plots of in vivo and in vitro single-cell studies showing (**A**) midbrain cell-type proportions, (**B**) progenitor proportions, (**C**) neuron proportions, (**D**) distribution of ventral score, (**E**) correlation of midbrain cell-type proportions against in vivo time points, and (**F**) normalized enrichment score of cell-type identity marker genes. (**G**) UMAP plot of fetal midbrain subatlas showing the midbrain cell-type annotations and ventral score. (**H**) UMAP plot of in vivo midbrain data from La Manno *et al.* (*16*) projected onto the fetal midbrain subatlas showing in vivo time points in postconception weeks and ventral score. UMAP plot showing (**I**) different in vitro time series differentiation datasets and (**J**) Parkinson’s disease model datasets projected onto the fetal midbrain subatlas showing their corresponding time points for in vitro differentiation time series and conditions for Parkinson’s disease models. For (I) and (J), the inset UMAP shows the ventral score. For (H) to (J), cells from the fetal midbrain subatlas are plotted in a light gray color to provide context.

To assess how well each protocol recapitulates the cell-type composition of the developing midbrain, we correlated their cell-type proportions to each gestation week of the in vivo midbrain dataset (Fig. 4E). Several datasets displayed high concordance with the developing midbrain from PCW 6 to 8, suggesting that in vitro cultures can recapitulate the cell type diversity during early development. One dataset that cultured midbrain organoids to day 120 showed high correlation to PCW 10 and 11, suggesting that prolonged cultures may indeed mimic later stages of fetal development. To quantify the transcriptomic similarity between in vitro and in vivo counterparts, we calculated cell-type identity scores (Fig. 4F; Materials and Methods). 

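In sums of progenitor-like cells of the in-house organoids, 4 of 6 cell cycle genes tested fell and 3 of 7 astroglial genes rose. Among the largest falls, NAALAD2, a glutamate carboxypeptidase, fell by 0.90 on the log2 scale per 10 days (SE 0.05, adjusted p = 2.5e-05 from edgeR) and LIN28B, an RNA-binding protein of early development, by 0.85 (SE 0.07, adjusted p = 0.000282), from 162 CPM at day 20 to 19.0 at day 60. GPC3, a glypican of the cell surface, fell by 1.18 (SE 0.11, adjusted p = 0.000639), DLGAP2, a scaffold protein of synapses, by 1.00 (SE 0.07, adjusted p = 0.000185) and LINC02208, a long noncoding RNA, by 0.81 (SE 0.09, adjusted p = 0.000605). The 4 cell cycle genes (5 fell and 1 rose when adjusted over the list alone) include PCNA, the DNA polymerase clamp, which fell by 0.55 (SE 0.06, adjusted p = 0.000518), and MCM5, a replication helicase subunit, by 0.55. The other 8 of the 14 genes in that list name the cycling cells and were left out of the count; of these, MKI67 had 0.12 (SE 0.08, adjusted p = 0.333), with 254 CPM at day 20 and 433 at day 60, and TOP2A, a topoisomerase of dividing cells, 0.13 (SE 0.07, adjusted p = 0.229), and without day 60 these were -0.14 and -0.08. PCLAF, a factor bound to the DNA polymerase clamp and also of these 8, fell by 0.41 (SE 0.08, adjusted p = 0.00443), and the other 7 did not pass the threshold. Of the 7 astroglial maturation genes none fell, and 3 rose also when adjusted over the list alone: CLU, the chaperone clusterin, rose by 0.75 (SE 0.06, adjusted p = 0.000118), SPARCL1, an astrocyte matrix protein, by 0.61, and GJA1, the gap junction protein connexin 43, by 0.27, no longer past the threshold without day 60 (0.27). NTRK2 rose by 1.71 (SE 0.30, adjusted p = 0.0157), and not past the threshold without day 20 (1.57) or day 25 (1.67). DUSP10, a phosphatase of stress kinases, rose by 0.86 (SE 0.18, adjusted p = 0.0236), and not past the threshold without day 20 (0.86), day 25 (0.82) or day 50 (0.83). VLDLR-AS1, a transcript antisense to the lipoprotein receptor gene VLDLR, rose by 0.96 (SE 0.04, adjusted p = 6.4e-06); the paper's text does not name whether counting used the strand.
Markers of other cell types rose in the same sums: the fibroblast gene DCN, a matrix proteoglycan, by 2.19 (SE 0.44, adjusted p = 0.0241; not past the threshold without day 20, 2.01, day 25, 2.05, or day 50, 2.04, or with days thinned, 1.54), and KCNJ6 by 1.24 (SE 0.08, adjusted p = 0.000102) to 92.0 CPM at day 60, against 923 in neuron-like cells. SOX6 had -0.05 (SE 0.04, adjusted p = 0.453) and ZFPM2, a GATA cofactor, -0.05 (SE 0.05, adjusted p = 0.504). Of 18951 genes, 2743 rose and 2565 fell, from 5479 cells at day 20 and 343 at day 60. The class sits in other clusters on later days: clusters 4 and 11 held 1289 and 893 cells at day 20 and 1 and 0 at day 60, while clusters 30 and 34 held 0 and 0 at day 20, 664 and 155 at day 40 and 135 and 83 at day 60. The slopes include this change of clusters, and a change within 1 kind of progenitor was not tested. With days thinned to equal totals, 1605 rose and 1407 fell, without day 50 1661 rose, and without day 20 1529 fell.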

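In sums of neuron-like cells of the in-house organoids, genes of synapses and channels rose and most radial glia markers fell. Of 8 markers of radial glia and neural progenitors, 7 fell and none rose (7 fell and 1 rose when adjusted over the list alone). Part of this rests on cluster 9, which carries progenitor genes. Without it and the other clusters of over 2 times the median depth, HES1 no longer passed the threshold, while NES did. Of 16 genes of the synapse and of excitability, 14 rose and none fell, also when adjusted over the list alone. SYN1, which tethers synaptic vesicles, lies on chromosome X of GRCh38 from 47571901 to 47619857 and rose by 0.45 on the log2 scale per 10 days (SE 0.06, adjusted p = 0.00134 from edgeR), and GRIN2B rose by 1.37 (SE 0.26, adjusted p = 0.0113). FRMPD4, a scaffold protein of dendritic spines, rose by 1.24 (SE 0.12, adjusted p = 0.000889), from 6.02 CPM at day 20 to 183 at day 60. KCNJ6 rose by 1.68 (SE 0.26, adjusted p = 0.00642). GCH1, which makes the cofactor of tyrosine hydroxylase, rose by 0.78 (SE 0.13, adjusted p = 0.00285). SIM1, a leading gene of clusters 9 and 16, fell by 1.57 (SE 0.14, adjusted p = 0.000964) as these clusters became a smaller part of the sums, and NES, an intermediate filament of progenitors, fell by 1.15 (SE 0.10, adjusted p = 0.000662), while TNFRSF19, of the TNF receptor family, went from 643 to 25.5 CPM (SE 0.21, adjusted p = 0.0098). CSMD1, NTRK2 and SGCD rose in these sums as well (1.42, 1.39 and 1.22), and MECOM and EYA1 fell (-1.48 and -0.93). Of 7 Notch genes, 6 fell and none rose (6 fell and 1 rose when adjusted over the list alone), and of 15 axon guidance genes, 8 fell and 1, UNC5C, rose, also when adjusted over the list alone.
Cluster 9, with over 2 times the median depth and both neuron and progenitor genes, holds many of the earliest neuron-like cells. Of 436 neuron-like cells at day 20, 215 were in cluster 9 and 206 in cluster 16 (red nucleus neuron-like), against 4 and 23 of 2999 at day 60, so the slopes include a change of neuron classes. With cluster 9 and the other clusters of such depth left out, a setting chosen after seeing the data, NOTCH1, the Notch receptor, went from -0.65 to -0.04, HES1, its target, from -0.66 to -0.07, SLIT2, a repellent of axons, from -0.50 to -0.06, and NTN1, netrin 1, from -0.51 to -0.04, and none of these passed the threshold. Signs turned under this setting for SOX6 (-0.12 to 0.16) and ZFPM2 (-0.37 to 0.09), while GRIN2B, SYN1, KCNJ6, GCH1 and NES stayed past the threshold. Of 17650 genes, 2876 rose and 3002 fell; without day 50, 1607 rose and 1584 fell. Without these clusters 1802 fell, and 1643 genes rose and 1474 fell under both settings. TH rose by 0.49 (SE 0.14, adjusted p = 0.0262), not past the threshold without day 20 (0.36), day 25 (0.44) or day 50 (0.51), and UNC5C by 0.47 (SE 0.13, adjusted p = 0.0321), not past it without any 1 of days 20, 25, 30, 50 and 60 (0.40 to 0.60).

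**Figure D3:**
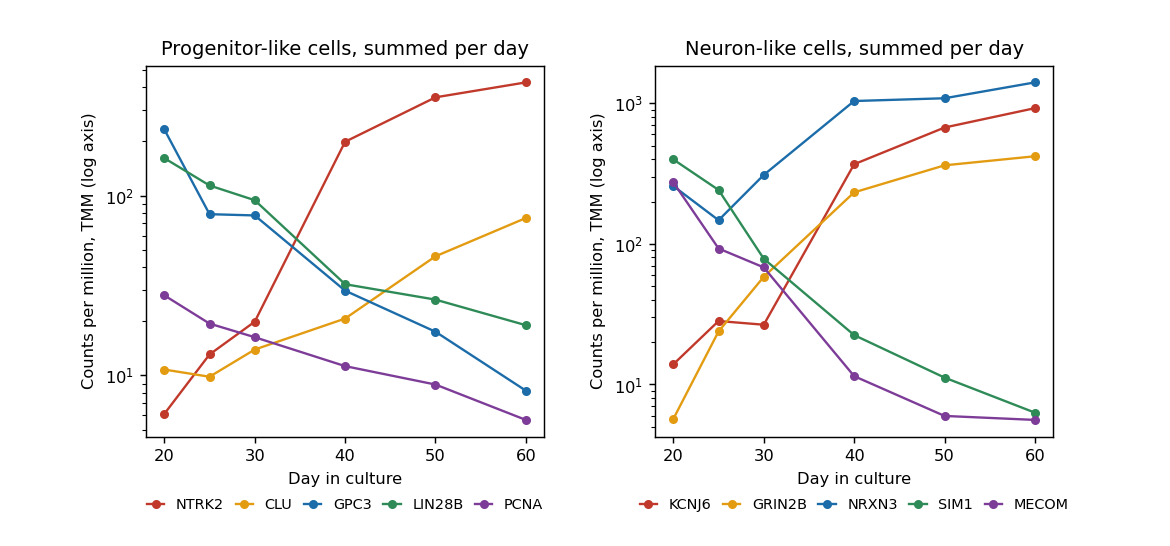
TMM-normalized CPM (log axis) by day in culture in summed progenitor-like cells (left) and summed neuron-like cells (right), where lines are genes and points are the 6 days, with 1 sample per day. In neuron-like cells GRIN2B goes from 5.70 to 419.8 and SIM1 from 398 to 6.31.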

We observed higher cell-type identity scores for progenitor cell types (hProg and hNProg.DA) in earlier time points, while neurons (hDA and hvGaba) scored higher at later time points, consistent with the temporal appearance of these cell types in culture (Fig. 4F). The distribution of projected cell types on the fetal midbrain subatlas’ Uniform Manifold Approximation and Projection (UMAP) space follows the progenitor-to-neuron progression, and their ventral score distribution is shown in Fig. 4 (G to J).

To further ascertain that BrainSTEM’s approach of fine-tuning region produces meaningful improvement in projection outcomes, we carried out DM of several midbrain datasets. We found that the DM approach resulted in elevated numbers of DA neurons (fig. S4C). Closer inspection of these additional DA neurons suggests that they are mainly of forebrain origin based on brain region module score (fig. S4D). Similarly, the regional identity of DA N assigned by DM contains a substantial proportion of forebrain (fig. S4E). These results clearly demonstrate the need for a biologically appropriate reference with sufficient resolution to interrogate cell identity accurately.

In summary, we constructed a fetal whole-brain single-cell atlas and a midbrain subatlas, allowing us to identify cell types with brain region specificity and understand early midbrain developmental trajectories, respectively. This pair of atlases at different resolutions allowed for the establishment of a two-tier projection approach (BrainSTEM) that distinguishes our work from previous efforts to characterize midbrain culture systems. Unlike studies that focus primarily on a single region, BrainSTEM first maps datasets to the entire brain and then refines this by projecting onto a high-resolution midbrain subatlas. This approach allows us to accurately assess the transcriptional fidelity of midbrain cultures, ensuring that both on-target (midbrain) and off-target (nonmidbrain) cell types are considered. With this, we comprehensively evaluated available midbrain differentiation data generated by different protocols from previous studies, highlighting the presence of nonmidbrain contaminants and providing a robust tool for benchmarking. To enable future comparison of midbrain differentiation protocols, we provide an easy-to-use R package (https://github.com/the-ouyang-lab/BrainSTEM) for users to map their own single-cell datasets. Furthermore, we present the fetal whole-brain and midbrain atlases as an online resource (http://brainstem.ouyanglab.com/).

## DISCUSSION

In this study, we present the integration of two large-scale developing human whole-brain datasets. Incorporating the dataset by Zeng *et al.* (*20*) expanded the developmental age range of our atlas and harmonizing cell-type labels from both studies resulted in better coverage of neuronal subtypes than each original dataset. This integrated brain atlas allowed for the systematic identification of region-specific gene signatures and demonstrated the variation in brain region specificity within key neural cell types.

A central contribution of this work involves the generation of the largest integrated human fetal midbrain resource. The fetal midbrain subatlas demonstrates neuronal progenitor cell types we identified through trajectory analysis. Of note, we identified a small subpopulation of hDA (termed hDA.STN) bearing transcriptomic similarity to neurons of the subthalamic nucleus that are known to share common markers with dopaminergic neuron lineage. Detecting hDA.STN in the midbrain subatlas suggests that our atlas can resolve rare cell types, given that it constitutes less than 1% in terms of cell numbers of the midbrain subatlas. As the ventral midbrain is the initial site of DA neuron degeneration in PD, many midbrain differentiation protocols strive to generate cultures of high ventral identity. Thus, we investigated the developmental trajectories and cell-cell communication of the ventral midbrain subregion in more detail. Through this, we identified genes that may distinguish hDA and hRN neurons that originate from the floor plate and basal plate, respectively. These findings offer new insights into the regulatory networks required for patterning within the midbrain.

Using the atlases we curated, we performed a comprehensive evaluation of available midbrain differentiation protocols using the BrainSTEM approach, revealing a wide range of cell types and proportions that constitute each dataset. Rare cell populations such as hDA.STN could now be resolved with the second-tier mapping. While we observed a general trend toward maturation over time, the temporal development of specific cell types varies among protocols. While each dataset uses different culture methods, we observed that protocols that included FGF8 and used relatively lower doses of CHIR yielded more dopaminergic neurons (Fig. 4 and table S6). Our work provides a starting point for inferring morphogen effects on midbrain differentiation to enrich specific cell types like mDA neurons, useful for improving PD cell therapy products.

As neural culture systems advance, mapping these biologically complex in vitro products should reflect the diversity of cell types, regions, and even sub-regions it may contain. Tools to interrogate brain region identity in neural culture models, such as VoxHunt, have been developed in recent years (*47*). Atlas-level resources that contain spatial information available for mapping neural models are often based on the mouse brain (*48*–*50*). More recently, a repository of nonhuman primate multiomics brain data was published (*51*). While useful for cross-species comparison, these tools do not address the gap of characterizing human-specific regional brain features of neural culture models.

By projecting midbrain datasets to a human whole-brain atlas first, BrainSTEM does not prematurely limit the scope of the cell populations that can be mapped. In contrast to conventional approaches that project midbrain datasets directly to a midbrain reference, BrainSTEM can exclude more off-target regions (fig. S4). As compared to DM, BrainSTEM results consistently score higher in regional purity and identifies cell types specific to particular regions. We demonstrated this in all major brain regions using both in vivo and in vitro datasets, showing that BrainSTEM effectively models regional signatures across neural cell types. The differences, while subtle, underscore the importance of accounting for regional brain identity, which may influence a cell type’s functional and maturation profile. When projecting single-cell data for disease modeling, nuanced differences may contribute to an overall disease phenotype that methods like BrainSTEM are primed to detect. Extracting only hDA cells from the dataset by Jerber *et al.* (*33*), we illustrated that this targeted analysis was able to uncover an enrichment of microglia-related terms in rotenone-treated samples suggestive of neuroinflammation in the disease model (fig. S3B). Projection of single-cell transcriptomic data to large reference atlases can be computationally intensive, and conventional analyses to determine cell types by DM may be sufficient to identify one’s target cell population such as DA neurons. Hence, we designed our BrainSTEM as a ready-to-use R package that makes reference mapping accessible to most users. The advantages that we have demonstrated with BrainSTEM’s two-tiered mapping are substantial, especially for applications that require high-purity cell products. For instance, manufacturing of good manufacturing practice (GMP)–grade cells for PD cell replacement therapy requires a well-characterized population of cells that will both meet safety standards and deliver therapeutic outcomes. Using a framework like BrainSTEM, future protocols can be rigorously assessed to improve brain regional purity. Beyond the midbrain, we envision that the BrainSTEM framework will pioneer the importance of multitier mapping to account for different cellular resolutions in complex biological systems.

One important limitation of this study is the developmental time window that we have access to. The reference atlases span only the first trimester, and time points may have unequal coverage due to limited access to human fetal samples. The in vivo forebrain and hindbrain datasets used as validation for the BrainSTEM approach also extend beyond the first trimester. We note a corresponding decrease in accurate regional identity predictions, especially for the forebrain dataset, after PCW 17, suggesting regional maturation transcriptional signatures that are not captured by the reference atlas. Although our atlases are well-positioned to profile early stages of DA neuron development, these neurons continue to mature and form functional circuits beyond the first trimester, thus limiting our assessment of the maturation profile of in vitro midbrain cultures (*52*, *53*). Although our integrated whole-brain atlas contains cell types labeled as Glioblast and Oligo, mature glial cell types such as astrocytes and oligodendrocytes are not a major constituent in the current atlas as they develop and mature after the first trimester (*54*). Thus, extending the time frame of the reference atlases may offer substantial insights into cell-cell communication that takes place in the developing brain.

Increasing evidence supports the unique gene expression identity underlying regional differences among neural cell types. We have also identified putative marker genes acting in the midbrain for subregion specification. These marker genes are subject to experimental validation to confirm their spatial distribution and temporal expression during development. Through our survey of available midbrain differentiation protocols, we observed that each protocol can recapitulate some but not all aspects of the in vivo midbrain. Our fidelity metrics are certainly not exhaustive, and future studies may consider profiling the epigenetic and spatial transcriptomic landscape of in vitro protocols with the emergence of multimodal single-cell technologies. Nonetheless, the fetal midbrain subatlas represents a unified single-cell resource of the midbrain, which can contribute to the understanding of midbrain development in vivo and aid in refining midbrain protocols to advance the study of PD pathogenesis and cell therapy.

## MATERIALS AND METHODS

### Metadata curation and preprocessing of human fetal whole-brain scRNA-seq datasets

We used two recently published fetal brain datasets, Braun *et al.* (*19*) and Zeng *et al.* (*20*), to generate our human fetal whole-brain atlas. These two reference datasets together span PCW 3 to 14 of gestation contributed by 39 donors. We sampled an equal number of cells (*n* = 17,665 cells) from each donor, except for two donors that had fewer cells than the rest; hence, all cells were used from those two donors. All preprocessing and analysis were carried in Seurat (v4.9.9) unless indicated otherwise. Each down-sampled dataset was log-normalized using the “NormalizeData” function, highly variable features were extracted using the “FindVariableFeatures” function and scaled using the “ScaleData” function. Variance rank in each dataset was combined, and we determined the top 3000 highly variable features from the combined rank. The consensus highly variable features were used for downstream analysis. We constructed the human fetal whole-brain atlas by integrating the datasets using the Seurat anchor-based reciprocal principal component analysis (RPCA) method (*55*). Briefly, batch effect correction was performed using the 13 donor identifiers from Zeng *et al.* (*20*) and on the 10x Chromium chemistry version (v2 or v3) from Braun *et al.* (*19*) as the batches. Each batch was log-normalized and scaled, and PCA was calculated on the top 3000 consensus highly variable features. Integration anchors were identified with the Seurat “FindIntegrationAnchors” function and the top 50 PCs were used to integrate the datasets using the Seurat “IntegrateData” function, specifying the Seurat RPCA method.

### Cell-type annotation of the human fetal whole-brain atlas

Unsupervised clustering was performed using Seurat’s “FindNeighbors” and “FindClusters” functions using the top 50 PCs and a clustering resolution of 2.0. To annotate the clusters, we first harmonized cell-type labels from the two reference datasets that compose our human fetal whole-brain atlas. Matching cell types present in both datasets (e.g., “blood” and “erythrocyte”) were combined into the same label. Cell types present in only one of the datasets were retained [e.g., “Oligo” in Braun *et al.* (*19*)]. For neurons, we kept the subtype labeling by Zeng *et al.* (*20*) (“Cholin N,” “DA N,” “GABA N,” and “Glu N”) and added one more category for serotonergic neurons. All major neural classes are represented in the final cell-type annotation, except for microglia and pericytes, which are found in the “Immune” and “Mesoderm” clusters, respectively. To maintain consistency with the naming conventions of the parent datasets, they were not relabeled during our annotation. A panel of marker genes informed by literature and databases for each cell type was used to annotate the atlas. To refine the clustering, we performed subclustering for selected cell types and benchmarked the annotation against our marker gene panel.

### kNN classifier to identify cell types with distinct transcriptomic profiles across brain regions and assign region identity for these cell types

Brain region metadata are available in the Braun *et al.* (*19*) dataset, but not in the Zeng *et al.* (*20*) dataset. To determine the brain region specificity for each cell type, we trained a kNN classifier with *k* = 10 on the top 50 PCs for each cell type to predict the brain region identity (midbrain/forebrain/hindbrain) at the single-cell level, using the R package class (v7.3). The kNN classifier was trained on cells from Braun *et al.* (*19*), leveraging on the available brain region metadata. Region-specific cell types were defined as those with an average classification probability higher than 0.65 across all cells in that cell type. This indicates that most of the cell’s kNNs belong to the same brain region, implying distinct transcriptomic differences between brain regions for that particular cell type. As expected, all nonneural cell types have low classification probability. These cell types, together with neural cell types with classification probability lower than 0.65, were labeled as non–region specific. For the remaining region-specific neural cell types, the kNN classifier was applied to cells from Zeng *et al.* (*20*) to infer their brain region identity.

### Generation of the human fetal midbrain subatlas

The fetal midbrain subatlas comprises three reference datasets. First, from the Braun *et al.* (*19*) reference dataset, we subset all neural cells from the midbrain region using the region metadata provided. Second, from the Zeng *et al.* (*20*) dataset, we used the kNN classifier to infer region identity for the 10 cell types that show midbrain region specificity, namely, Cholin N, DA N, GABA N, Glu N, Ser N, LHX2+LHX9+ N, SIM1+PITX2+ N, radial glia, neuroblast, and glioblast. From these cells, we kept those with inferred midbrain region identity. Last, we included a third reference human ventral midbrain dataset published by Birtele *et al.* (*17*) (excluding nonneural cells). Each dataset was log-normalized and scaled separately before integration using the Seurat RPCA approach. Top 3000 consensus highly variable genes were calculated by “SelectIntegrationFeatures.” All other parameters were the same as those in the fetal whole-brain atlas construction.

### Cell-type annotation of the human fetal midbrain subatlas

To annotate the integrated fetal midbrain subatlas, we first performed unsupervised clustering using Seurat’s FindNeighbors and FindClusters functions applied to the top 50 PCs with a clustering resolution of 3.0. We derived the midbrain marker gene annotation panel from La Manno *et al.*’s (*16*) dataset and computed module scores for the top 10 markers of each cell type. Clusters were manually annotated based on the strength of module score expression. Acknowledging the transcriptional differences among neuronal progenitors (hNProg), we subset the hNProg cells with each of the terminal neuron population and generated UMAPs to visualize the relationship between hNProg and their corresponding neurons. We then attached finer labels of hNProg subtypes to selected clusters based on their proximity to the corresponding neurons.

### Identification of DEGs

DEGs were computed using Seurat’s “FindAllMarkers” function in several analyses, namely, (i) identification of cell type–specific genes for all the cell types in the fetal whole-brain atlas, (ii) identification of brain region–specific genes across the 10 cell types that show midbrain region specificity, (iii) identification of cell type–specific genes for all the cell types in the fetal midbrain subatlas, (iv) identification of cell type–specific genes across selected cell types in the La Manno *et al.* (*16*) dataset, (v) identification of cell type–specific genes for all the cell types in the ventral subregion subset of the fetal midbrain subatlas and using Seurat’s “FindMarkers”, and (vi) identification of cell type–specific genes between hDA and hDA.STN. Genes with average log fold change >1.5, false discovery rate <0.01 were defined as highly expressed for that cluster.

### Reconstruction of developmental trajectories within fetal midbrain subatlas

As we are mainly interested in the developmental trajectories in the ventral subregion of the fetal midbrain, we further subsetted clusters with a median ventral score of >0.5 across all the fetal midbrain cell types. This excluded dorsal-specific cell types, e.g., hGlu and hdGaba. For the resulting ventral subregion subset, the top 50 PCs were recalculated and then used to generate UMAP coordinates. To reconstruct the developmental trajectories, Monocle3 (*56*) (v1.3.7) was applied to the UMAP coordinates, identifying four major branches in the main trajectory, ending with the hDA, hDA.STN, hRN, and hvGaba cell types, respectively. To calculate the pseudotime, diffusion pseudotime from scanpy package (v1.10.1) was used, setting the single cell in cluster 36 (which has the lowest median ventral score) that is furthest away from all other clusters as the root cell, i.e., the cell with zero pseudotime. The top marker genes identified using Seurat’s FindAllMarkers function were then visualized across the four different branches along pseudotime. Furthermore, the gene expression pattern of selected genes across the four different branches along pseudotime is interpolated using the loess function in R.

### Cell-cell interaction analysis

Cell-cell communication signaling pathways among the ventral midbrain cell types were analyzed against the curated repositories of ligand-receptor interactions from CellChatDB (*57*) (v1 and v2) and CellPhoneDB (*58*) (v4.1). Communication probabilities accounting for sample variability using the default pipeline and interactions found in at least one study were kept. The “netAnalysis_signalingRole_heatmap” function in CellChat was used to visualize the relative signaling strengths for all signaling pathways. The “netVisual_chord_cell” function was used to visualize the relative signaling strengths between interacting cell types of selected pathways that are specific to hDA or hDA.STN cell type.

### hPSC culture and generation of in-house midbrain organoids

Human embryonic stem cells (WiCell, WA09) were maintained feeder-free on Matrigel (Corning, #354277)–coated plates in TeSR-E8 medium (Stem Cell Technologies, #05990). Human embryonic stem cells (hESCs) were dissociated into single cells with TrypLE (Gibco, #12604021). A total of 6000 cells per well were seeded into 96-well low-attachment plates to form embryoid bodies overnight. Generation of in-house midbrain organoids was performed as described in (*43*) with some modifications: (i) replacing Noggin with 100 nM LDN193189 (SelleckChem, #S2618), and (ii) replacing SHH with 0.5 μM purmorphamine (Tocris, #4551) Organoids were embedded in Matrigel droplets on day 6 and shifted to spinner culture from day 8 onward. For long-term maturation, the organoids were maintained in media containing MACS Neuro medium (Miltenyi Biotec, #130-093-570) with NeuroCult SM1 without vitamin A (Stem Cell Technologies) supplemented with Brain-Derived Neurotrophic Factor (BDNF) (10 ng/ml; Stem Cell Technologies, #78005.2), Glial cell line-Derived Neurotrophic Factor (GDNF) (10 ng/ml; Stem Cell Technologies, #78058.2), and 100 μM db-cAMP (Sigma-Aldrich, #D0627), and cultured using an orbital shaker. Medium was refreshed every 3 days.

### Library preparation, sequencing, and raw data processing

Midbrain organoids were dissociated into single cells using Papain-based dissociation. Samples were fixed and stored for scRNA-seq according to the Parse Biosciences Evercode Fixation kit (v2.0.2). Library preparation was conducted using the Parse Biosciences Evercode Whole Transcriptome (WT) kit (v2.0.1). Sequencing sublibraries were quantified with the KAPA Library Quantification Kit (#KK4824). Sequencing was performed on the Illumina NovaSeq 6000 platform. Sequencing raw reads were demultiplexed and processed using the Parse Biosciences pipeline (v1.0.5), aligned to the GrCH38 human genome. 

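The cells of the in-house organoids were nearly all above the stated limits in the deposited matrix. Of 34702 cells, 34699 had at least 800 genes and under 15% mitochondrial counts. Each of the 3 cells left out had under 800 genes, and 34702 cells passed the mitochondrial limit. Retained cells had a median of 4171 counts and 2192 genes, and median counts per cell ranged from 3826 at day 25 to 4633.5 at day 60. MALAT1, a nuclear long noncoding RNA, took 5.58% of all counts. An upper limit on counts or genes is not named in the paper's text. Doublet scores were computed with Scrublet in each sublibrary, and it called 2 of 34699 cells, too few to be taken as a working doublet call, so no cell was removed as a doublet.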

Cells with at least 800 genes detected and less than 15% mitochondrial reads were retained for analysis.

### Projection of query datasets to the fetal brain reference atlases

To compare midbrain differentiation protocols to the fetal whole-brain reference, we used Seurat’s “FindTransferAnchors” with RPCA approach, followed by Seurat’s “MapQuery” function, a wrapper function of “TransferData,” “IntegrateEmbeddings,” and “ProjectUMAP” to obtain predicted cell-type identities of each query and their projected coordinates on the reference UMAP. Seurat (v5.0.2) was used and the reference Seurat objects were updated to Seurat v5 format.

All query datasets were downloaded from their respective sources (table S6) and used as it is, except for the following: (i) for (*33*), the day 52 time point was downsampled by half, and each time point was mapped separately; (ii) for (*35*), induced pluripotent stem cell samples were removed before mapping; and (iii) for (*41*), striatal and cortical cells were removed before mapping. For each query, we calculated a module score for each predicted cell type using the whole-brain reference’s top 20 marker genes. Cells with a module score >0 for their predicted cell type were retained as confidently assigned cells. Next, to assign region identity, we plotted the module score of each regional cell type’s top 20 marker genes. The region with the highest module score is taken to be the predicted region of the query cell. After the first projection to the fetal whole-brain atlas, we extracted the midbrain region of each query dataset. Datasets containing fewer than 1000 midbrain cells were discarded. The midbrain cells of the remaining datasets were projected to the fetal midbrain subatlas using the same projection as described above.

### Comparison of query datasets

To compare query datasets after the first projection to the whole brain, we computed the (i) proportion of cells confidently assigned, (ii) region.lineage proportions for confidently assigned cells, (iii) cell-type proportions for confidently assigned cells, and (iv) brain region proportions for confidently assigned DA neuron cells. To compare query datasets after the second projection to the midbrain subatlas, we computed the (i) midbrain cell-type proportions, (ii) progenitor proportions, (iii) neuron proportions, (iv) distribution of ventral score, (v) correlation of midbrain cell-type proportions against in vivo time points, and (vi) normalized enrichment score of cell-type identity marker genes. For ventral score calculation, see the next section. To correlate the midbrain cell-type proportions, we first calculated the midbrain cell-type proportions for each time point of the in vivo midbrain dataset [La Manno *et al.* (*16*)] spanning PCW 6 to 11. The Pearson correlation was then calculated between each of these in vivo time points and the cell-type proportions for confidently assigned cells in each time point/condition of the query datasets. To assess the transcriptional robustness of the assigned cells, we first calculated the log2 fold change for all genes comparing the predicted cell type of interest against all other predicted cell types in the query dataset. This log2 fold change was then used as an input for Gene Set Enrichment Analysis using the top 50 marker genes for the predicted cell type of interest as the gene set. The resulting Normalized Enrichment Score reflects how well the up-regulated genes in the predicted cell type of interest are enriched for the marker gene set.

### Ventral score classification

The R package ranger (v0.15.1) was used to train a random forest classifier on midbrain ventral and dorsal subregion differences based on labels provided by the Braun *et al.* (*19*) dataset and the Birtele *et al.* (*17*) dataset. The model was used to predict a score for each query at a single-cell level, with higher scores corresponding to higher ventral identity. The resulting ventral score was visualized on UMAP using Seurat’s “FeaturePlot” function.

### DM of query datasets for comparison to BrainSTEM

In the BrainSTEM framework, we adopted a two-tier mapping strategy whereas the conventional projection approach maps query datasets directly onto a regional reference, which we call DM in this study. To demonstrate that BrainSTEM accurately resolves regional identity, we created synthetic datasets consisting of (a) a 5:1 mixture of hindbrain cells (*45*) and forebrain cells (*44*) and (b) a 1:5 mixture of hindbrain cells (*45*) and forebrain cells (*44*) from in vivo datasets where regional identity is known. These synthetic mixtures thus mimic culture conditions whereby cells of multiple regions may exist. To carry out DM of these synthetic datasets, we prepared a forebrain and hindbrain reference derived from (*19*). We performed the following mapping conditions: (i) DM of the synthetic dataset to majority region reference [i.e., synthetic dataset (a) is mapped to the hindbrain reference and synthetic dataset (b) is mapped to the forebrain reference], (ii) BrainSTEM mapping of the synthetic dataset, (iii) DM of the forebrain component of the synthetic dataset to the forebrain reference, and (iv) DM of the hindbrain component of the synthetic dataset to the hindbrain reference.

To specifically compare mapping outcomes for DA neurons, we prepared a midbrain reference for DM that would (i) best represent what users will use as a reference in the absence of our midbrain subatlas and (ii) allow for comparison of the projection results between BrainSTEM and DM. The midbrain subset derived from Braun *et al.*’s (*19*) dataset was used as the reference for DM as it is the current largest fetal midbrain dataset from a single study. Furthermore, the cells in this DM reference exist in both the fetal whole-brain atlas and the fetal midbrain subatlas; thus, the DM reference contains cell-type labels from both. We directly mapped the in-house dataset, together with selected in vivo and in vitro midbrain datasets to the DM reference, to emphasize the varied regional proportions of DA neurons as compared to the BrainSTEM framework. FindTransferAnchors with RPCA approach and MapQuery functions from Seurat (v5.0.2) were used for DM as previously described.

## References

[1] A. Samii, J. G. Nutt, B. R. Ransom, Parkinson’s disease. Lancet 363, 1783–1793 (2004).15172778 10.1016/S0140-6736(04)16305-8

[2] S. A. Jagmag, N. Tripathi, S. D. Shukla, S. Maiti, S. Khurana, Evaluation of models of Parkinson’s disease. Front. Neurosci. 9, 503 (2015).26834536 10.3389/fnins.2015.00503PMC4718050

[3] S. J. Chia, E. K. Tan, Y. X. Chao, Historical perspective: Models of Parkinson’s disease. Int. J. Mol. Sci. 21, 2464 (2020).32252301 10.3390/ijms21072464PMC7177377

[4] S. Kriks, J. W. Shim, J. Piao, Y. M. Ganat, D. R. Wakeman, Z. Xie, L. Carrillo-Reid, G. Auyeung, C. Antonacci, A. Buch, L. Yang, M. F. Beal, D. J. Surmeier, J. H. Kordower, V. Tabar, L. Studer, Dopamine neurons derived from human ES cells efficiently engraft in animal models of Parkinson’s disease. Nature 480, 547–551 (2011).22056989 10.1038/nature10648PMC3245796

[5] A. Kirkeby, S. Grealish, D. A. Wolf, J. Nelander, J. Wood, M. Lundblad, O. Lindvall, M. Parmar, Generation of regionally specified neural progenitors and functional neurons from human embryonic stem cells under defined conditions. Cell Rep. 1, 703–714 (2012).22813745 10.1016/j.celrep.2012.04.009

[6] J. Xi, Y. Liu, H. Liu, H. Chen, M. E. Emborg, S. C. Zhang, Specification of midbrain dopamine neurons from primate pluripotent stem cells. Stem Cells 30, 1655–1663 (2012).22696177 10.1002/stem.1152PMC3405174

[7] E. Andersson, U. Tryggvason, Q. Deng, S. Friling, Z. Alekseenko, B. Robert, T. Perlmann, J. Ericson, Identification of intrinsic determinants of midbrain dopamine neurons. Cell 124, 393–405 (2006).16439212 10.1016/j.cell.2005.10.037

[8] A. L. M. Ferri, W. Lin, Y. E. Mavromatakis, J. C. Wang, H. Sasaki, J. A. Whitsett, S.-L. Ang, Foxa1 and Foxa2 regulate multiple phases of midbrain dopaminergic neuron development in a dosage-dependent manner. Development 134, 2761–2769 (2007).17596284 10.1242/dev.000141

[9] M. Wang, K.-H. Ling, J. J. Tan, C.-B. Lu, Development and differentiation of midbrain dopaminergic neuron: From bench to bedside. Cells 9, 1489 (2020).32570916 10.3390/cells9061489PMC7349799

[10] H. S. Y. Toh, X. Y. Choo, A. X. Sun, Midbrain organoids—Development and applications in Parkinson’s disease. Oxf Open Neurosci. 2, kvad009 (2023).38596240 10.1093/oons/kvad009PMC10913847

[11] A. Kirkeby, M. Parmar, R. A. Barker, Strategies for bringing stem cell-derived dopamine neurons to the clinic: A European approach (STEM-PD). Prog. Brain Res. 230, 165–190 (2017).28552228 10.1016/bs.pbr.2016.11.011

[12] L. Studer, Strategies for bringing stem cell-derived dopamine neurons to the clinic—The NYSTEM trial. Prog. Brain Res. 230, 191–212 (2017).28552229 10.1016/bs.pbr.2017.02.008

[13] J. Takahashi, Strategies for bringing stem cell-derived dopamine neurons to the clinic: The Kyoto trial. Prog. Brain Res. 230, 213–226 (2017).28552230 10.1016/bs.pbr.2016.11.004

[14] S. Kanton, M. J. Boyle, Z. He, M. Santel, A. Weigert, F. Sanchis-Calleja, P. Guijarro, L. Sidow, J. S. Fleck, D. Han, Z. Qian, M. Heide, W. B. Huttner, P. Khaitovich, S. Paabo, B. Treutlein, J. G. Camp, Organoid single-cell genomic atlas uncovers human-specific features of brain development. Nature 574, 418–422 (2019).31619793 10.1038/s41586-019-1654-9

[15] A. Uzquiano, A. J. Kedaigle, M. Pigoni, B. Paulsen, X. Adiconis, K. Kim, T. Faits, S. Nagaraja, N. Anton-Bolanos, C. Gerhardinger, A. Tucewicz, E. Murray, X. Jin, J. Buenrostro, F. Chen, S. Velasco, A. Regev, J. Z. Levin, P. Arlotta, Proper acquisition of cell class identity in organoids allows definition of fate specification programs of the human cerebral cortex. Cell 185, 3770–3788.e27 (2022).36179669 10.1016/j.cell.2022.09.010PMC9990683

[16] G. La Manno, D. Gyllborg, S. Codeluppi, K. Nishimura, C. Salto, A. Zeisel, L. E. Borm, S. R. W. Stott, E. M. Toledo, J. C. Villaescusa, P. Lonnerberg, J. Ryge, R. A. Barker, E. Arenas, S. Linnarsson, Molecular diversity of midbrain development in mouse, human, and stem cells. Cell 167, 566–580.e19 (2016).27716510 10.1016/j.cell.2016.09.027PMC5055122

[17] M. Birtele, P. Storm, Y. Sharma, J. Kajtez, J. N. Wahlestedt, E. Sozzi, F. Nilsson, S. Stott, X. L. He, B. Mattsson, D. R. Ottosson, R. A. Barker, A. Fiorenzano, M. Parmar, Single-cell transcriptional and functional analysis of dopaminergic neurons in organoid-like cultures derived from human fetal midbrain. Development 149, dev200504 (2022).36305490 10.1242/dev.200504PMC10114107

[18] H. J. Kim, M. O’Hara-Wright, D. Kim, T. H. Loi, B. Y. Lim, R. V. Jamieson, A. Gonzalez-Cordero, P. Yang, Comprehensive characterization of fetal and mature retinal cell identity to assess the fidelity of retinal organoids. Stem Cell Rep. 18, 175–189 (2023).10.1016/j.stemcr.2022.12.002PMC986011636630901

[19] E. Braun, M. Danan-Gotthold, L. E. Borm, K. W. Lee, E. Vinsland, P. Lonnerberg, L. Hu, X. Li, X. He, Z. Andrusivova, J. Lundeberg, R. A. Barker, E. Arenas, E. Sundstrom, S. Linnarsson, Comprehensive cell atlas of the first-trimester developing human brain. Science 382, eadf1226 (2023).37824650 10.1126/science.adf1226

[20] B. Zeng, Z. Liu, Y. Lu, S. Zhong, S. Qin, L. Huang, Y. Zeng, Z. Li, H. Dong, Y. Shi, J. Yang, Y. Dai, Q. Ma, L. Sun, L. Bian, D. Han, Y. Chen, X. Qiu, W. Wang, O. Marin, Q. Wu, Y. Wang, X. Wang, The single-cell and spatial transcriptional landscape of human gastrulation and early brain development. Cell Stem Cell 30, 851–866.e7 (2023).37192616 10.1016/j.stem.2023.04.016PMC10241223

[21] H. H. Simon, H. Saueressig, W. Wurst, M. D. Goulding, D. D. O’Leary, Fate of midbrain dopaminergic neurons controlled by the engrailed genes. J. Neurosci. 21, 3126–3134 (2001).11312297 10.1523/JNEUROSCI.21-09-03126.2001PMC6762576

[22] M. T. Alves dos Santos, M. P. Smidt, En1 and Wnt signaling in midbrain dopaminergic neuronal development. Neural Dev. 6, 23 (2011).21569278 10.1186/1749-8104-6-23PMC3104484

[23] J. V. Veenvliet, M. T. M. Alves Dos Santos, W. M. Kouwenhoven, L. von Oerthel, J. L. Lim, A. J. A. van der Linden, M. J. A. Groot Koerkamp, F. C. P. Holstege, M. P. Smidt, Specification of dopaminergic subsets involves interplay of En1 and Pitx3. Development 140, 3373–3384 (2013).23863478 10.1242/dev.094565

[24] G. A. Basile, M. Quartu, S. Bertino, M. P. Serra, M. Boi, A. Bramanti, G. P. Anastasi, D. Milardi, A. Cacciola, Red nucleus structure and function: From anatomy to clinical neurosciences. Brain Struct. Funct. 226, 69–91 (2021).33180142 10.1007/s00429-020-02171-xPMC7817566

[25] A. Emmi, A. Antonini, V. Macchi, A. Porzionato, R. De Caro, Anatomy and connectivity of the subthalamic nucleus in humans and non-human primates. Front. Neuroanat. 14, 13 (2020).32390807 10.3389/fnana.2020.00013PMC7189217

[26] C. H. Asbreuk, C. F. Vogelaar, A. Hellemons, M. P. Smidt, J. P. Burbach, CNS expression pattern of Lmx1b and coexpression with ptx genes suggest functional cooperativity in the development of forebrain motor control systems. Mol. Cell. Neurosci. 21, 410–420 (2002).12498783 10.1006/mcne.2002.1182

[27] N. Kee, N. Volakakis, A. Kirkeby, L. Dahl, H. Storvall, S. Nolbrant, L. Lahti, A. K. Bjorklund, L. Gillberg, E. Joodmardi, R. Sandberg, M. Parmar, T. Perlmann, Single-cell analysis reveals a close relationship between differentiating dopamine and subthalamic nucleus neuronal lineages. Cell Stem Cell 20, 29–40 (2017).28094018 10.1016/j.stem.2016.10.003

[28] M. A. Cooper, K. Kobayashi, R. Zhou, Ephrin-A5 regulates the formation of the ascending midbrain dopaminergic pathways. Dev. Neurobiol. 69, 36–46 (2009).19003794 10.1002/dneu.20685PMC4026181

[29] P. S. Lo, V. V. Rymar, T. E. Kennedy, A. F. Sadikot, The netrin-1 receptor DCC promotes the survival of a subpopulation of midbrain dopaminergic neurons: Relevance for ageing and Parkinson’s disease. J. Neurochem. 161, 254–265 (2022).35118677 10.1111/jnc.15579PMC9305203

[30] S. Brignani, D. D. A. Raj, E. R. E. Schmidt, O. Dudukcu, Y. Adolfs, A. A. De Ruiter, M. Rybiczka-Tesulov, M. G. Verhagen, C. van der Meer, M. H. Broekhoven, J. A. Moreno-Bravo, L. M. Grossouw, E. Dumontier, J. F. Cloutier, A. Chedotal, R. J. Pasterkamp, Remotely produced and axon-derived netrin-1 instructs GABAergic neuron migration and dopaminergic substantia nigra development. Neuron 107, 684–702.e9 (2020).32562661 10.1016/j.neuron.2020.05.037

[31] K. Tiklova, S. Nolbrant, A. Fiorenzano, A. K. Bjorklund, Y. Sharma, A. Heuer, L. Gillberg, D. B. Hoban, T. Cardoso, A. F. Adler, M. Birtele, H. Lunden-Miguel, N. Volakakis, A. Kirkeby, T. Perlmann, M. Parmar, Single cell transcriptomics identifies stem cell-derived graft composition in a model of Parkinson’s disease. Nat. Commun. 11, 2434 (2020).32415072 10.1038/s41467-020-16225-5PMC7229159

[32] H. J. R. Fernandes, N. Patikas, S. Foskolou, S. F. Field, J. E. Park, M. L. Byrne, A. R. Bassett, E. Metzakopian, Single-cell transcriptomics of Parkinson’s disease human in vitro models reveals dopamine neuron-specific stress responses. Cell Rep. 33, 108263 (2020).33053338 10.1016/j.celrep.2020.108263

[33] J. Jerber, D. D. Seaton, A. S. E. Cuomo, N. Kumasaka, J. Haldane, J. Steer, M. Patel, D. Pearce, M. Andersson, M. J. Bonder, E. Mountjoy, M. Ghoussaini, M. A. Lancaster, H. S. Consortium, J. C. Marioni, F. T. Merkle, D. J. Gaffney, O. Stegle, Population-scale single-cell RNA-seq profiling across dopaminergic neuron differentiation. Nat. Genet. 53, 304–312 (2021).33664506 10.1038/s41588-021-00801-6PMC7610897

[34] A. Fiorenzano, E. Sozzi, M. Birtele, J. Kajtez, J. Giacomoni, F. Nilsson, A. Bruzelius, Y. Sharma, Y. Zhang, B. Mattsson, J. Emneus, D. R. Ottosson, P. Storm, M. Parmar, Single-cell transcriptomics captures features of human midbrain development and dopamine neuron diversity in brain organoids. Nat. Commun. 12, 7302 (2021).34911939 10.1038/s41467-021-27464-5PMC8674361

[35] G. Novak, D. Kyriakis, K. Grzyb, M. Bernini, S. Rodius, G. Dittmar, S. Finkbeiner, A. Skupin, Single-cell transcriptomics of human iPSC differentiation dynamics reveal a core molecular network of Parkinson’s disease. Commun. Biol. 5, 49 (2022).35027645 10.1038/s42003-021-02973-7PMC8758783

[36] A. Zagare, K. Barmpa, S. Smajic, L. M. Smits, K. Grzyb, A. Grunewald, A. Skupin, S. L. Nickels, J. C. Schwamborn, Midbrain organoids mimic early embryonic neurodevelopment and recapitulate LRRK2-p.Gly2019Ser-associated gene expression. Am. J. Hum. Genet. 109, 311–327 (2022).35077669 10.1016/j.ajhg.2021.12.009PMC8874228

[37] G. S. Virdi, M. L. Choi, J. R. Evans, Z. Yao, D. Athauda, S. Strohbuecker, R. S. Nirujogi, A. I. Wernick, N. Pelegrina-Hidalgo, C. Leighton, R. S. Saleeb, O. Kopach, H. Alrashidi, D. Melandri, J. Perez-Lloret, P. R. Angelova, S. Sylantyev, S. Eaton, S. Heales, D. A. Rusakov, D. R. Alessi, T. Kunath, M. H. Horrocks, A. Y. Abramov, R. Patani, S. Gandhi, Protein aggregation and calcium dysregulation are hallmarks of familial Parkinson’s disease in midbrain dopaminergic neurons. NPJ Parkinsons Dis. 8, 162 (2022).36424392 10.1038/s41531-022-00423-7PMC9691718

[38] P. Xu, H. He, Q. Gao, Y. Zhou, Z. Wu, X. Zhang, L. Sun, G. Hu, Q. Guan, Z. You, X. Zhang, W. Zheng, M. Xiong, Y. Chen, Human midbrain dopaminergic neuronal differentiation markers predict cell therapy outcomes in a Parkinson’s disease model. J. Clin. Invest. 132, e156768 (2022).35700056 10.1172/JCI156768PMC9282930

[39] Z. You, L. Wang, H. He, Z. Wu, X. Zhang, S. Xue, P. Xu, Y. Hong, M. Xiong, W. Wei, Y. Chen, Mapping of clonal lineages across developmental stages in human neural differentiation. Cell Stem Cell 30, 473–487.e9 (2023).36933556 10.1016/j.stem.2023.02.007

[40] E. Bressan, X. Reed, V. Bansal, E. Hutchins, M. M. Cobb, M. G. Webb, E. Alsop, F. P. Grenn, A. Illarionova, N. Savytska, I. Violich, S. Broeer, N. Fernandes, R. Sivakumar, A. Beilina, K. J. Billingsley, J. Berghausen, C. B. Pantazis, V. Pitz, D. Patel, K. Daida, B. Meechoovet, R. Reiman, A. Courtright-Lim, A. Logemann, J. Antone, M. Barch, R. Kitchen, Y. Li, C. L. Dalgard, A. G. Center, P. Rizzu, D. G. Hernandez, B. E. Hjelm, M. Nalls, J. R. Gibbs, S. Finkbeiner, M. R. Cookson, K. Van Keuren-Jensen, D. W. Craig, A. B. Singleton, P. Heutink, C. Blauwendraat, The foundational data initiative for Parkinson disease: Enabling efficient translation from genetic maps to mechanism. Cell Genom. 3, 100261 (2023).36950378 10.1016/j.xgen.2023.100261PMC10025424

[41] D. Reumann, C. Krauditsch, M. Novatchkova, E. Sozzi, S. N. Wong, M. Zabolocki, M. Priouret, B. Doleschall, K. I. Ritzau-Reid, M. Piber, I. Morassut, C. Fieseler, A. Fiorenzano, M. M. Stevens, M. Zimmer, C. Bardy, M. Parmar, J. A. Knoblich, In vitro modeling of the human dopaminergic system using spatially arranged ventral midbrain-striatum-cortex assembloids. Nat. Methods 20, 2034–2047 (2023).38052989 10.1038/s41592-023-02080-xPMC10703680

[42] H. S. Kim, Y. Xiao, X. Chen, S. He, J. Im, M. J. Willner, M. O. Finlayson, C. Xu, H. Zhu, S. J. Choi, E. V. Mosharov, H. W. Kim, B. Xu, K. W. Leong, Chronic opioid treatment arrests neurodevelopment and alters synaptic activity in human midbrain organoids. Adv. Sci. 11, e2400847 (2024).10.1002/advs.202400847PMC1115103938549185

[43] J. Jo, Y. Xiao, A. X. Sun, E. Cukuroglu, H. D. Tran, J. Goke, Z. Y. Tan, T. Y. Saw, C. P. Tan, H. Lokman, Y. Lee, D. Kim, H. S. Ko, S. O. Kim, J. H. Park, N. J. Cho, T. M. Hyde, J. E. Kleinman, J. H. Shin, D. R. Weinberger, E. K. Tan, H. S. Je, H. H. Ng, Midbrain-like organoids from human pluripotent stem cells contain functional dopaminergic and neuromelanin-producing neurons. Cell Stem Cell 19, 248–257 (2016).27476966 10.1016/j.stem.2016.07.005PMC5510242

[44] X. Fan, Y. Fu, X. Zhou, L. Sun, M. Yang, M. Wang, R. Chen, Q. Wu, J. Yong, J. Dong, L. Wen, J. Qiao, X. Wang, F. Tang, Single-cell transcriptome analysis reveals cell lineage specification in temporal-spatial patterns in human cortical development. Sci. Adv. 6, eaaz2978 (2020).32923614 10.1126/sciadv.aaz2978PMC7450478

[45] Z. Luo, M. Xia, W. Shi, C. Zhao, J. Wang, D. Xin, X. Dong, Y. Xiong, F. Zhang, K. Berry, S. Ogurek, X. Liu, R. Rao, R. Xing, L. M. N. Wu, S. Cui, L. Xu, Y. Lin, W. Ma, S. Tian, Q. Xie, L. Zhang, M. Xin, X. Wang, F. Yue, H. Zheng, Y. Liu, C. B. Stevenson, P. de Blank, J. P. Perentesis, R. J. Gilbertson, H. Li, J. Ma, W. Zhou, M. D. Taylor, Q. R. Lu, Human fetal cerebellar cell atlas informs medulloblastoma origin and oncogenesis. Nature 612, 787–794 (2022).36450980 10.1038/s41586-022-05487-2

[46] M. E. van der Heijden, R. V. Sillitoe, Interactions between Purkinje cells and granule cells coordinate the development of functional cerebellar circuits. Neuroscience 462, 4–21 (2021).32554107 10.1016/j.neuroscience.2020.06.010PMC7736359

[47] J. S. Fleck, F. Sanchis-Calleja, Z. He, M. Santel, M. J. Boyle, J. G. Camp, B. Treutlein, Resolving organoid brain region identities by mapping single-cell genomic data to reference atlases. Cell Stem Cell 28, 1177–1180 (2021).34087154 10.1016/j.stem.2021.03.015

[48] H. Shi, Y. He, Y. Zhou, J. Huang, K. Maher, B. Wang, Z. Tang, S. Luo, P. Tan, M. Wu, Z. Lin, J. Ren, Y. Thapa, X. Tang, K. Y. Chan, B. E. Deverman, H. Shen, A. Liu, J. Liu, X. Wang, Spatial atlas of the mouse central nervous system at molecular resolution. Nature 622, 552–561 (2023).37758947 10.1038/s41586-023-06569-5PMC10709140

[49] C. L. Thompson, L. Ng, V. Menon, S. Martinez, C. K. Lee, K. Glattfelder, S. M. Sunkin, A. Henry, C. Lau, C. Dang, R. Garcia-Lopez, A. Martinez-Ferre, A. Pombero, J. L. R. Rubenstein, W. B. Wakeman, J. Hohmann, N. Dee, A. J. Sodt, R. Young, K. Smith, T. N. Nguyen, J. Kidney, L. Kuan, A. Jeromin, A. Kaykas, J. Miller, D. Page, G. Orta, A. Bernard, Z. Riley, S. Smith, P. Wohnoutka, M. J. Hawrylycz, L. Puelles, A. R. Jones, A high-resolution spatiotemporal atlas of gene expression of the developing mouse brain. Neuron 83, 309–323 (2014).24952961 10.1016/j.neuron.2014.05.033PMC4319559

[50] Z. Yao, C. T. J. van Velthoven, M. Kunst, M. Zhang, D. M. Millen, C. Lee, W. Jung, J. Goldy, A. Abdelhak, M. Aitken, K. Baker, P. Baker, E. Barkan, D. Bertagnolli, A. Bhandiwad, C. Bielstein, P. Bishwakarma, J. Campos, D. Carey, T. Casper, A. B. Chakka, R. Chakrabarty, S. Chavan, M. Chen, M. Clark, J. Close, K. Crichton, S. Daniel, P. D. Valentin, T. Dolbeare, L. Ellingwood, E. Fiabane, T. Fliss, J. Gee, J. Gerstenberger, A. Glandon, J. Gloe, J. Gould, J. Gray, N. Guilford, J. Guzman, D. Hirschstein, W. Ho, M. Hooper, M. Huang, M. Hupp, K. Jin, M. Kroll, K. Lathia, A. Leon, S. Li, B. Long, Z. Madigan, J. Malloy, J. Malone, Z. Maltzer, N. Martin, R. M. Cue, R. M. Ginty, N. Mei, J. Melchor, E. Meyerdierks, T. Mollenkopf, S. Moonsman, T. N. Nguyen, S. Otto, T. Pham, C. Rimorin, A. Ruiz, R. Sanchez, L. Sawyer, N. Shapovalova, N. Shepard, C. Slaughterbeck, J. Sulc, M. Tieu, A. Torkelson, H. Tung, N. V. Cuevas, S. Vance, K. Wadhwani, K. Ward, B. Levi, C. Farrell, R. Young, B. Staats, M.-Q. M. Wang, C. L. Thompson, S. Mufti, C. M. Pagan, L. Kruse, N. Dee, S. M. Sunkin, L. Esposito, M. J. Hawrylycz, J. Waters, L. Ng, K. Smith, B. Tasic, X. Zhuang, H. Zeng, A high-resolution transcriptomic and spatial atlas of cell types in the whole mouse brain. Nature 624, 317–332 (2023).38092916 10.1038/s41586-023-06812-zPMC10719114

[51] L. Zhuo, M. Wang, T. Song, S. Zhong, B. Zeng, Z. Liu, X. Zhou, W. Wang, Q. Wu, S. He, X. Wang, MAPbrain: A multi-omics atlas of the primate brain. Nucleic Acids Res. 53, D1055–D1065 (2024).10.1093/nar/gkae911PMC1170165539420633

[52] P. M. Almqvist, E. Akesson, L. U. Wahlberg, H. Pschera, A. Seiger, E. Sundstrom, First trimester development of the human nigrostriatal dopamine system. Exp. Neurol. 139, 227–237 (1996).8654525 10.1006/exnr.1996.0096

[53] H. Lagercrantz, T. Ringstedt, Organization of the neuronal circuits in the central nervous system during development. Acta Paediatr. 90, 707–715 (2001).11519969

[54] E. Vivi, B. Di Benedetto, Brain stars take the lead during critical periods of early postnatal brain development: Relevance of astrocytes in health and mental disorders. Mol. Psychiatry 29, 2821–2833 (2024).38553540 10.1038/s41380-024-02534-4PMC11420093

[55] T. Stuart, A. Butler, P. Hoffman, C. Hafemeister, E. Papalexi, W. M. Mauck III, Y. Hao, M. Stoeckius, P. Smibert, R. Satija, Comprehensive integration of single-cell data. Cell 177, 1888–1902.e21 (2019).31178118 10.1016/j.cell.2019.05.031PMC6687398

[56] C. Trapnell, D. Cacchiarelli, J. Grimsby, P. Pokharel, S. Li, M. Morse, N. J. Lennon, K. J. Livak, T. S. Mikkelsen, J. L. Rinn, The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. Nat. Biotechnol. 32, 381–386 (2014).24658644 10.1038/nbt.2859PMC4122333

[57] S. Jin, C. F. Guerrero-Juarez, L. Zhang, I. Chang, R. Ramos, C.-H. Kuan, P. Myung, M. V. Plikus, Q. Nie, Inference and analysis of cell-cell communication using CellChat. Nat. Commun. 12, 1088 (2021).33597522 10.1038/s41467-021-21246-9PMC7889871

[58] M. Efremova, M. Vento-Tormo, S. A. Teichmann, R. Vento-Tormo, CellPhoneDB: Inferring cell-cell communication from combined expression of multi-subunit ligand-receptor complexes. Nat. Protoc. 15, 1484–1506 (2020).32103204 10.1038/s41596-020-0292-x

# Supplementary material for: BrainSTEM: A single-cell multiresolution fetal brain atlas reveals transcriptomic fidelity of human midbrain cultures
**Source:** Sci Adv. 2025 Oct 31;11(44):eadu7944. doi: 10.1126/sciadv.adu7944
**Supplement:** Supplementary file 1 — Figs. S1 to S4 Legends for tables S1 to S6

Supplementary Materials for  
**BrainSTEM: A single-cell multiresolution fetal brain atlas reveals  
transcriptomic fidelity of human midbrain cultures**

Hilary S. Y. Toh *et al.*

*Sci. Adv.* **11**, eadu7944 (2025)  
DOI: 10.1126/sciadv.adu7944

**The PDF file includes:**

Figs. S1 to S4  
Legends for tables S1 to S6

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S6

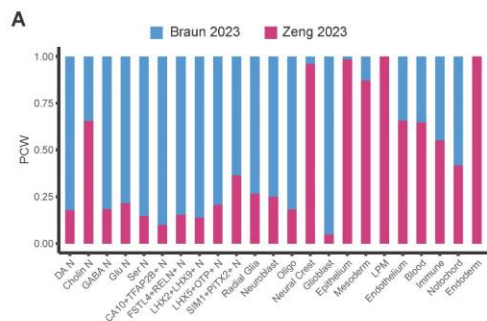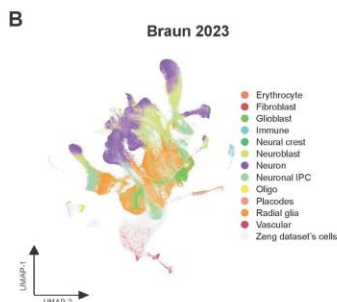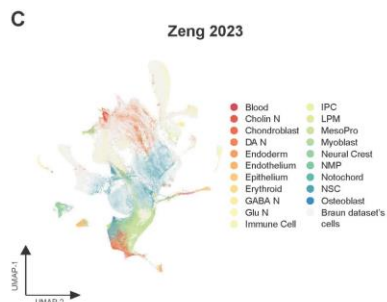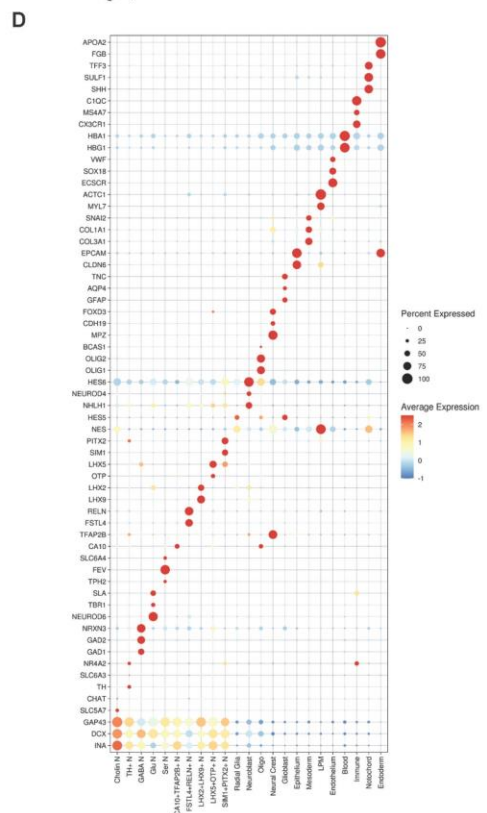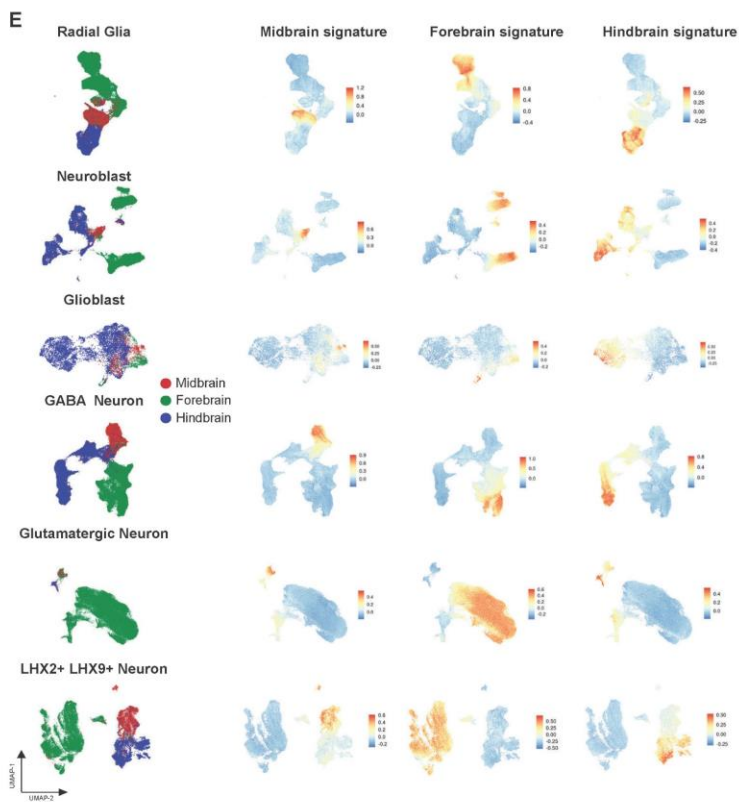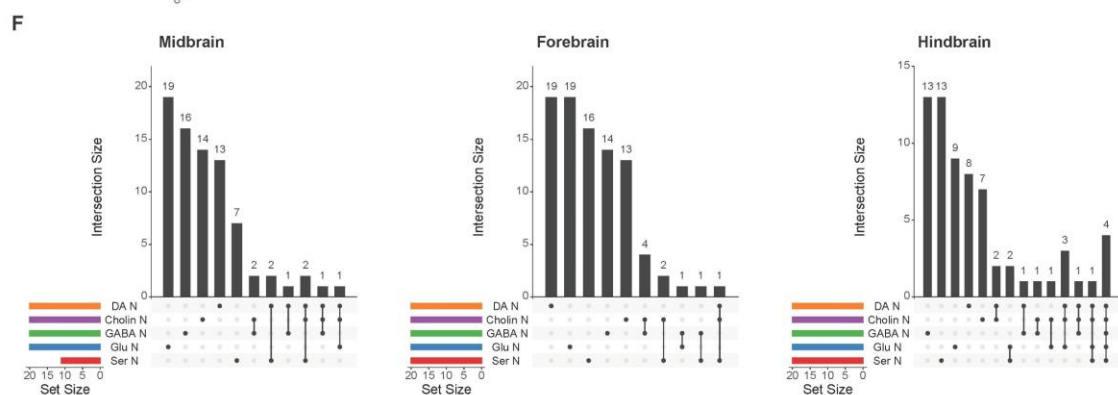

**Fig. S1: Additional plots related to the construction of the fetal whole-brain single-cell atlas.** (A) Proportion plot showing the proportion of cells coming from each reference single-cell study for each cell type. UMAP plot of fetal whole-brain atlas showing the original cell type annotation from (B) Braun *et al.* (19) and (C) Zeng *et al.* (20) (D) Dotplot of gene expression of full marker gene lists across different annotated cell types in the fetal whole-brain atlas, related to main Figure 1B. (E) UMAP plot of different region specific neural cell types showing the brain region where the cells are collected as well as the midbrain / forebrain / hindbrain region gene expression signature, related to main Figure 1I and 1J. (F) UpSet plots showing the distribution and overlap in midbrain / forebrain / hindbrain-region specific genes across five neuron classes (DA N, Cholin N, GABA N, Glu N, Ser N).

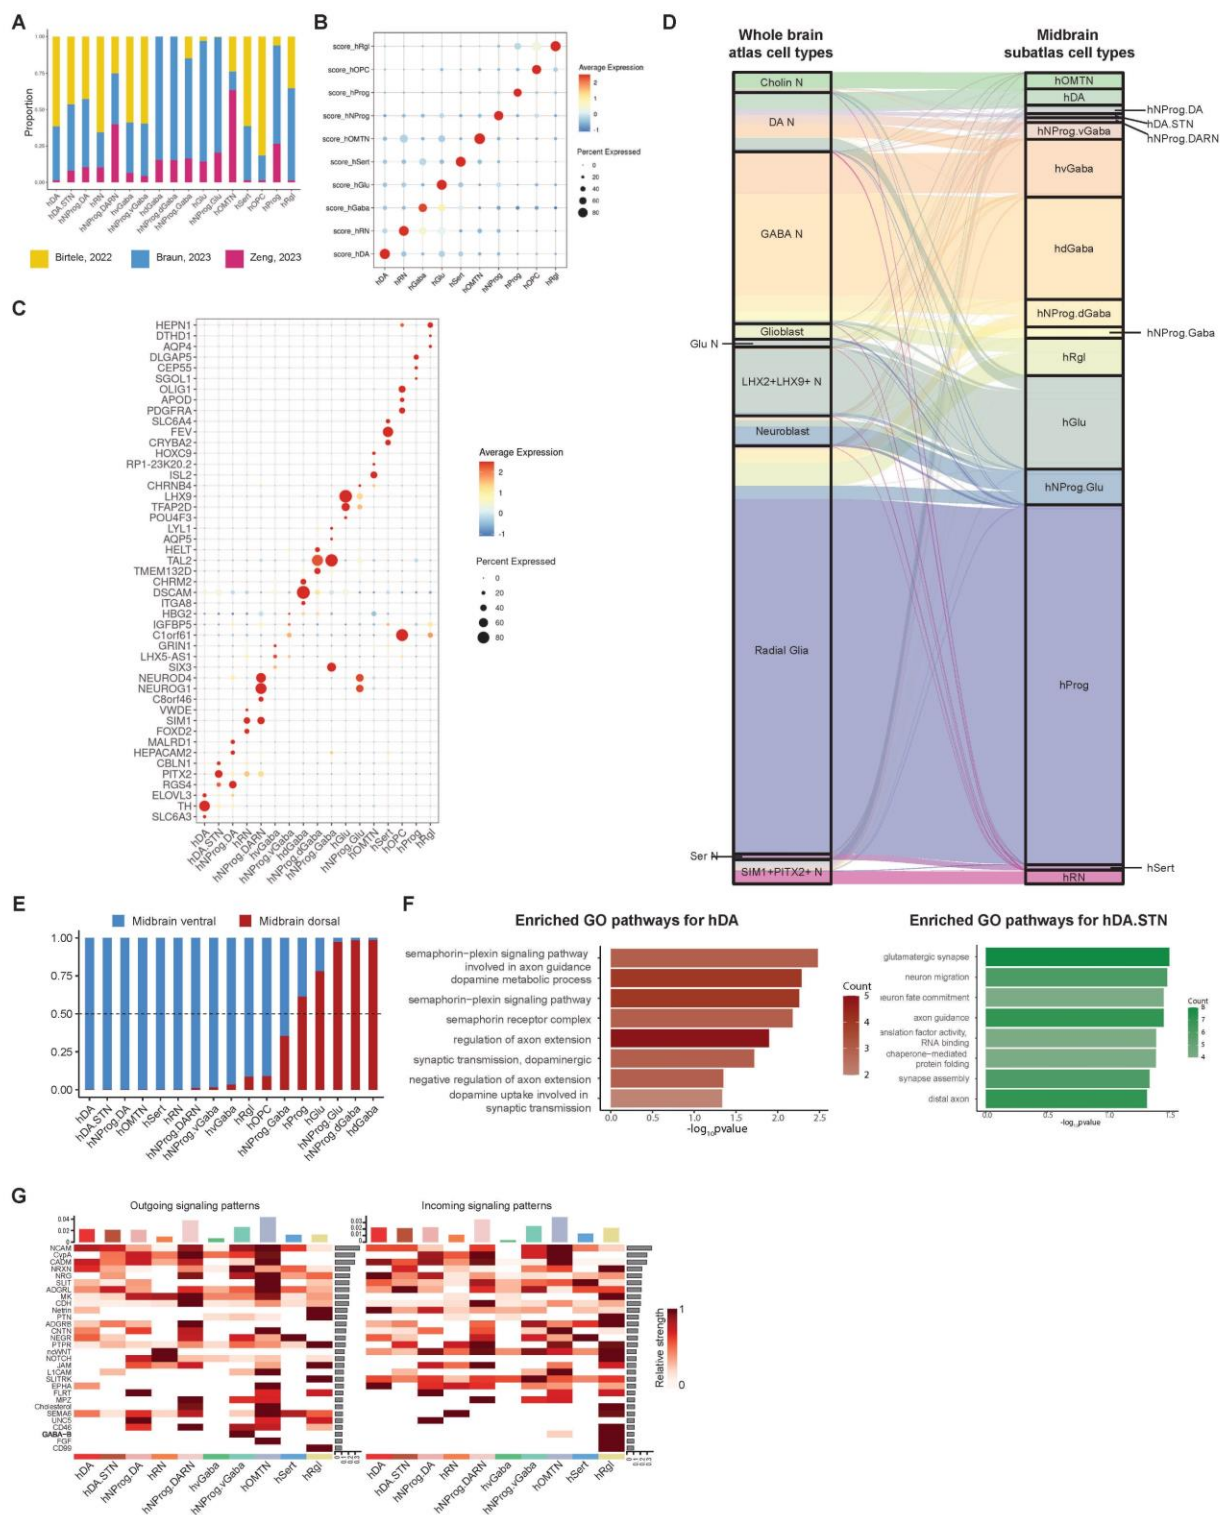

**Fig. S2: Additional plots related to the construction of the fetal midbrain subatlas. (A)**

Proportion plot showing the proportion of cells coming from each reference single-cell study for each midbrain cell type. Dotplot showing (B) the average module score across each midbrain cell type and (C) gene expression of full marker gene lists across different midbrain cell types. (D) Alluvial plot showing the concordance in annotation from whole brain cell type to midbrain cell type. (E) Proportion plot showing the proportion of cells from different midbrain subregions across different midbrain cell types. (F) Functional analysis of Gene Ontology pathways associated with differentially expressed genes between hDA and hDA.STN cell type. (G) Heatmap of outgoing and incoming signaling patterns from cell-cell communication analysis, across different midbrain cell types.

A

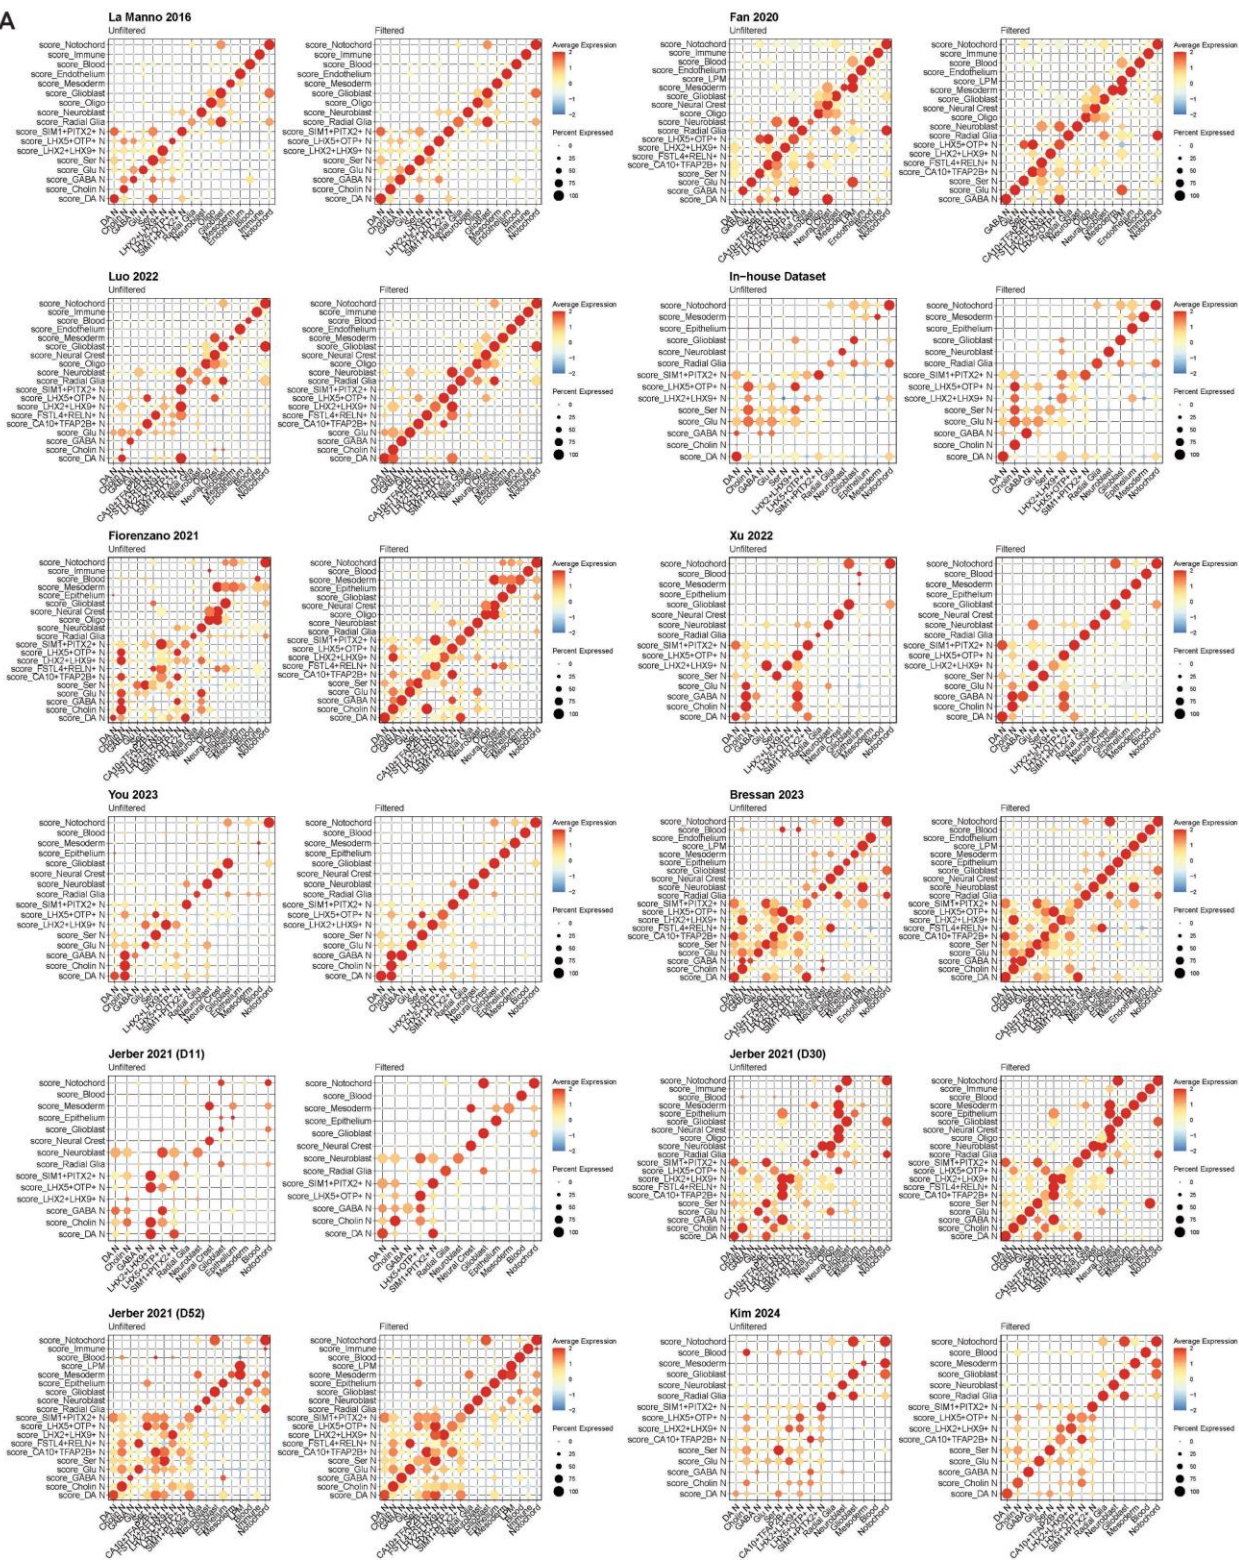

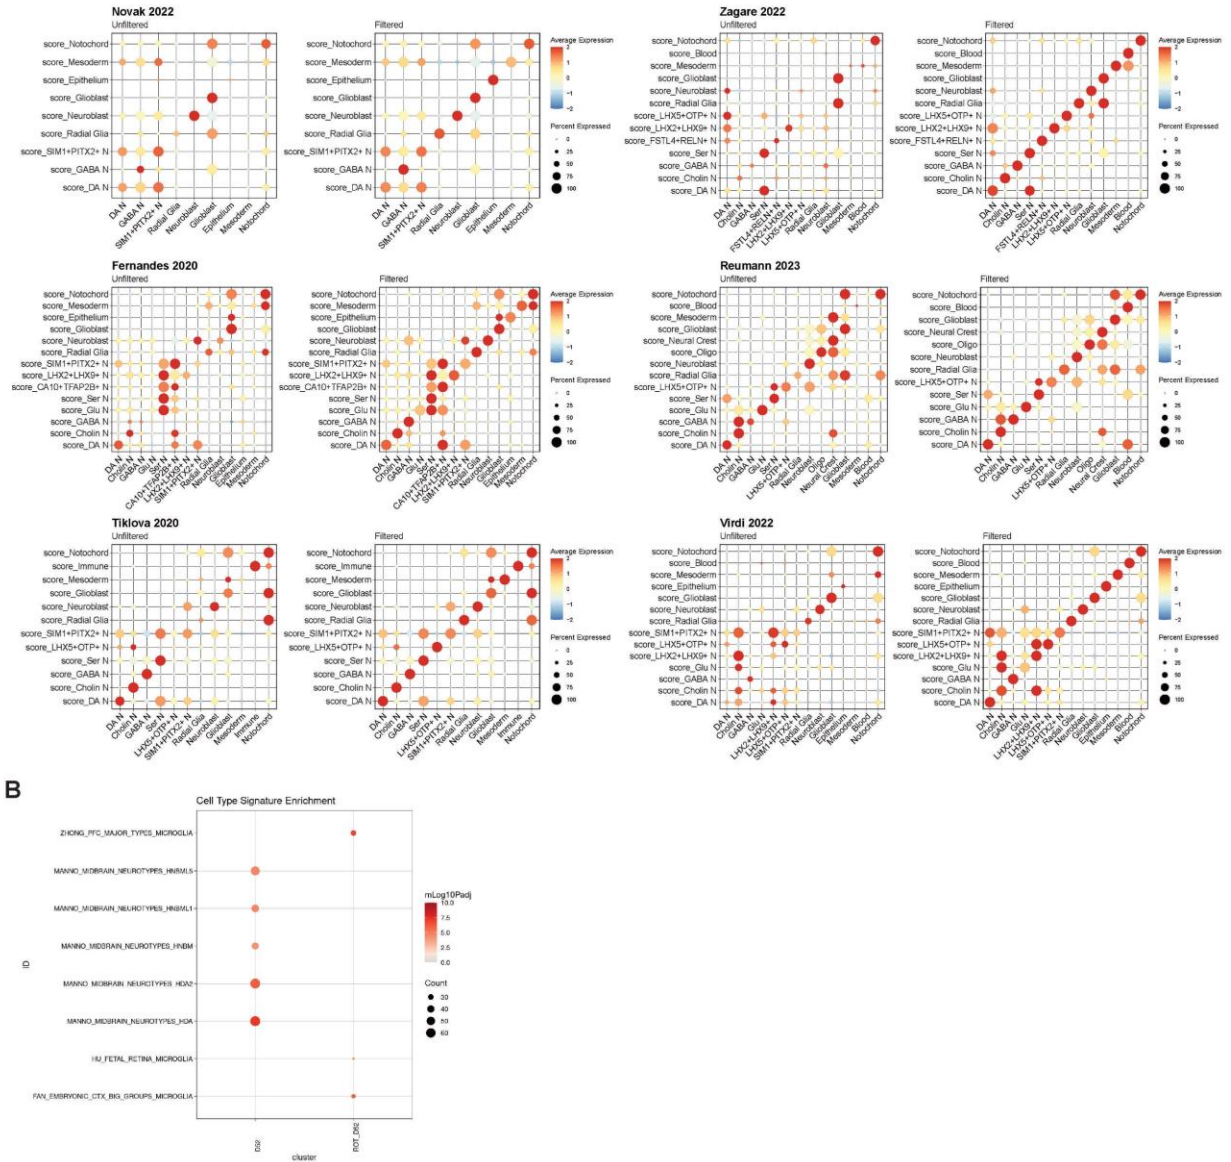

**Fig. S3: Additional plots related to the projection of midbrain culture datasets onto the fetal whole brain atlas.** (A) Series of dotplots before module score filtering (left panel) and after module score filtering (right panel) across predicted cell types for each of the projected *in vivo* and *in vitro*-derived datasets. (B) Gene ontology (GO) enrichment analysis on predicted hDA cells from the Jerber *et al.* (33) dataset.

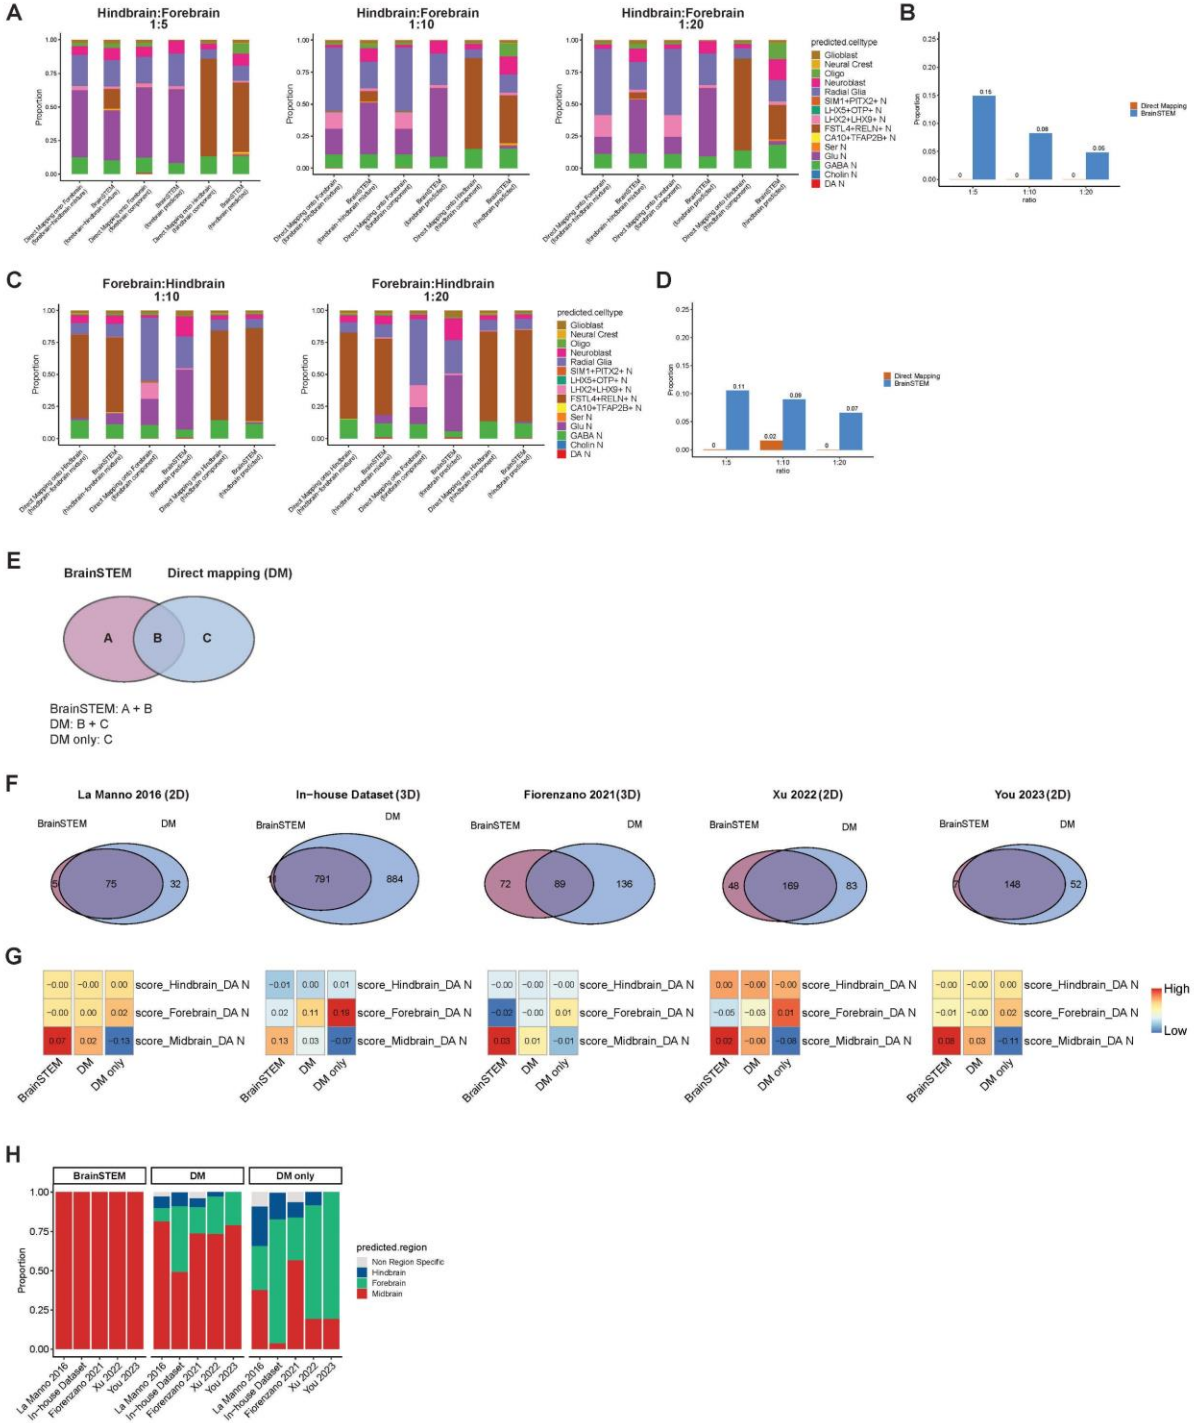

**Fig. S4: Plots demonstrating the advantages of the BrainSTEM framework over direct mapping.** (A) Cell type proportions of synthetic dataset consisting of 1:5, 1:10 and 1:20 hindbrain to forebrain cells projected either by BrainSTEM or by DM. (B) Bar chart showing the proportion of FSTL4+ RELN+ N detected in synthetic datasets predicted by BrainSTEM or by DM. (C) Cell type proportions of synthetic dataset consisting of 1:5, 1:10 and 1:20 forebrain to hindbrain cells projected either by BrainSTEM or by DM. (D) Bar chart showing the proportion of Glu N detected in synthetic datasets predicted by BrainSTEM or by DM. (E) Schematic Venn diagram illustrating the definition of BrainSTEM, DM and DM only labels shown in Supplementary Figure 4C. (F) Venn diagrams showing the overlap of DA neurons predicted using BrainSTEM framework and DM for *in vivo* midbrain and selected *in vitro* differentiation datasets. (G) Brain region gene expression signatures calculated for DA neurons predicted using BrainSTEM, DM and cells uniquely called from direct mapping (DM only) for *in vivo* midbrain and different *in vitro* differentiation datasets. (H) Proportion plot showing the predicted brain region for *in vivo* midbrain and different *in vitro* differentiation datasets.

**Table S1:** Embryo sample information and brain region-cell type classification, related to Fig. 1 and S1.

**Table S2:** DEGs for cell types in fetal whole brain atlas, related to Fig. 1.

**Table S3:** DEGs for region-associated cell types in fetal whole brain atlas, related to Fig. 1 and S1.

**Table S4:** Fetal midbrain subatlas metadata and concordance of cell type labels between fetal whole brain atlas and fetal midbrain subatlas, related to Fig. 2.

**Table S5:** DEGs for cell types in fetal midbrain subatlas, for cell types in ventral midbrain subset and between hDA and hDA.STN cell types, related to Fig. 2.

**Table S6:** Publication details, cell numbers after each tier projection and reagents used in the midbrain differentiation protocols profiled in this study, related to Fig. 3, 4, S3 and S4.

How the deposited data were processed for this re-analysis (not part of the article)

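Midbrain organoids grown from WA09 (H9) embryonic stem cells were sampled at 6 days in culture, and their cells were sequenced in 8 sublibraries per day by split-pool barcoding. The deposited values are unnormalized counts per gene and cell, made by the authors with the Parse Biosciences pipeline, which split the barcodes and aligned reads to GRCh38. The paper states a filter of at least 800 genes and under 15% mitochondrial counts per cell. The annotation release is not named in the paper's text; gene positions come from GENCODE release 44. The matrix was checked to hold whole numbers, for 25490 genes in 34702 cells, with 5704 genes named only by an Ensembl ID. The paper's filter was applied here; 3 cells had under 800 genes, and 34699 cells were left.

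Each cell was scaled to 10000 counts and log-transformed with scanpy 1.11.5 (Python 3.11.15). Cells were clustered on 3000 variable genes, 50 principal components and 15 neighbors with leidenalg 0.10.2 at resolution 2.0. A cluster took a cell type's name, as X-like, when at least 3 markers of its list had a log2 fold of at least 1 over the other clusters (0.5 for progenitor and neuron markers, with a pseudocount of 5 CPM) and were seen in at least 5% of its cells. A cluster was left unnamed where more of its 10 leading genes, of at least 30 CPM, were markers of another class than of its own. A neuron or progenitor cluster with none of its own markers among those 10 was also left unnamed where it shared at least 3 of them with a cluster of another kind, except cluster 21. Cluster 21 had none of its own markers there and shared HEPACAM2, SLC18A1 and TRPM8 with cluster 15, which is neuroblast-like. It kept the neuron name, and its cells are counted as neuron-like. That step on shared leading genes, run on neuron clusters first, was set after seeing the data and keeps cluster 29 unnamed. Module scores set the mean of a list against 100 control genes per list gene from 24 expression bins, and a region was called where the highest of the midbrain, forebrain and hindbrain scores was above 0. Of the lists used for calls, hindbrain has 3 of 20 genes measured, below the 80% needed, and serotonergic, choroid plexus, GABA, glioblast and dorsal midbrain lists are also below 80%; their missing genes were not analysed here.

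Counts were summed per day over all retained cells, over neuron-like cells and over progenitor-like cells. Genes kept by filterByExpr were fitted against the day with edgeR 4.0.16 (R 4.3.3) by quasi-likelihood with TMM factors, 1 sum per day, and the slope is the log2 change per 10 days. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05, and again over each list alone. In neuron-like and progenitor-like sums, the marker genes that name those classes were left out of the counts by list. The fit was tested on simulated data: of genes given a slope of 0.3, 40% were recovered in the sums of all cells, 56.3% in neuron-like sums and 38.5% in progenitor-like sums; at 0.6 these were 97.0, 97.0 and 84.8%, and false calls stayed at or under 0.0766%. Slopes near 0.3 may therefore be missed. The simulation changed only 200 genes, far fewer than the 5096 that rose and 4776 that fell in the sums of all cells. Its rates of recovery and of false calls need not hold for these data. Shares carry exact Clopper-Pearson 95% intervals, and a share of 0 is given with the limit that 3 counts would set; both cover counting error only. Relations with the day were tested over all 720 orders of the 6 days, two-sided, for which the smallest p of Spearman's rho without ties is 0.00278 (0.0167 with 5 days). Total counts ran from 16649929 at day 40 to 41289741 at day 20, with a median of 4171 counts per cell.

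Days are the samples, since sublibraries are aliquots and no replicate culture is named. All days share the same 8 sublibrary numbers, and on each day sublibrary 1 had the highest and sublibrary 2 the lowest median counts per cell (5348 and 3573 at day 20). Each day is 1 sum over all 8, so sublibraries were not fitted as a block. Marker lists, region lists, gene lists, tests, the rule for named genes and the first group of alternatives below were set before the data were examined. The rule names every gene in the paper's text, 2 to 4 members of a list past the threshold with the largest slopes and at least 10 CPM, members of 3 or fewer against their list, and the 5 rising and 5 falling genes with the largest slopes among monotone genes of at least 50 CPM. The text follows this rule only in part: some list members it picks, 3 genes known only by an Ensembl ID (1 among the largest falls in all cells and 2 among the largest rises in progenitor-like cells), and also 2 genes and 1 class of neurons are not reported here. All stay in the lists and adjustments. The alternatives set before were DESeq2 1.42.0 size factors and its Wald test, no filter on low counts, the log2 of the day, days thinned to the same total count, each day left out in turn, removal of Scrublet calls, all deposited barcodes, at least 1500 genes, cells thinned to 2219 counts, Leiden resolutions 1.0 and 3.0, regions called per cluster, a score above 0.05, a forebrain list without diencephalic genes and a midbrain list without PITX3, EN1, LMX1B and LMX1A. Added after seeing the data were removal of the highest 5% of doublet scores, removal of clusters of over 2 times the median depth, no hindbrain list, and a midbrain list without LMX1A, LMX1B and OTX2. For the ventral and dorsal scores, the 3 region settings were also added then. Scrublet called 2 cells and is not a working doublet call here. The reference atlas of the paper was not used here.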

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

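No tests of an explanation were run for the cell types given here, so none was chosen after its result was seen. Cell types that the paper's text does not mention for these organoids were present at day 60 above the limit that a count of 0 allows. Choroid plexus-like cells, marked by TTR, CLIC6 and AQP1, were 9.79% (95% interval 9.08 to 10.5%) of retained cells at day 60 and 0 of 7103 at day 20. Fibroblast-like cells, marked by collagen genes, LUM and DCN, were 3.93% (95% interval 3.48 to 4.43%) at day 60 and 0.0282% at day 20. Only 3 of 4 choroid plexus genes were measured. No biological or technical explanation was tested for either. In 23 groups of 8 sublibraries no sublibrary stood apart from the others by Dixon's test, where chance would give about 1 in 20 groups.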

How the results depend on the processing

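The tests with the highest 5% of doublet scores removed, clusters of over 2 times the median depth removed, no hindbrain list, and a midbrain list without LMX1A, LMX1B and OTX2 were chosen after seeing the data. Of 1833 alternatives for 141 single genes, 1689 kept direction and side of the threshold, 132 lost the threshold, 6 gained it and 6 reversed; of 442 for 28 other results, 333 kept both, 69 lost it, 14 gained it, 18 moved and 8 reversed. Unless a sentence says otherwise, values are rho and the cause was not tested. With cells thinned, rho was -0.0857 for midbrain cells of called cells, 0.0857 for forebrain of called, -0.829 for forebrain of retained and -0.771 for red nucleus neuron-like cells. With the region called per cluster it was -0.543 for midbrain of called, -0.943 for forebrain of called, 1 for the DA N score and share, and 0.886 for the Ser N score. With the forebrain list without diencephalic genes it was -0.143 for midbrain of called, -0.371 for forebrain of retained and 0.943 for the DA N score and share. With the midbrain list without LMX1A, LMX1B and OTX2 it was 0.943 for midbrain of called, 0.771 for midbrain of retained, -0.886 for other neuron-like cells and 1 for the DA N score and share. At Leiden resolution 1.0 it was -0.771 for other neuron-like cells and 0.986 for the DA N score and share; at 3.0 it was 0.829 for DA neuron-like, -0.395 for red nucleus and 1 for GABA neuron-like cells. With all deposited barcodes it was 0.943 for GABA, -0.771 for other and 0.899 for the DA N score and share, which reached 0.943 at a score above 0.05. Without the highest 5% of doublet scores it was 0.771 for DA and -0.486 for other neuron-like cells; without deep clusters it was 0.314 and 0.657. Midbrain calls of DA neuron-like cells were 90.2% with all barcodes, 88.6% thinned, 93.6% at resolution 1.0, 93.2% at 3.0, 100% per cluster, 96.7% without diencephalic genes, 96.0% at a score above 0.05, 56.0% without PITX3, EN1, LMX1B and LMX1A, 93.2% with no hindbrain list and 80.1% without LMX1A, LMX1B and OTX2. Forebrain calls were 10.9% thinned, 4.84% at 1.0, 5.42% at 3.0, 0% per cluster, 2.04% without diencephalic genes, 2.31% above 0.05, 40.8% without PITX3, EN1, LMX1B and LMX1A and 18.1% without LMX1A, LMX1B and OTX2. Genes falling in neuron-like cells numbered 1802 without deep clusters; in progenitor-like cells 1605 rose and 1407 fell with days thinned, where fewer counts were tested. Single genes reversed were NKX6-1 (-0.19 to 0.023, the last without day 60), MKI67 (-0.14, without day 60, to 0.18) and TOP2A (-0.083, without day 60, to 0.18) in progenitor-like cells, RGS4 (-0.098, without day 20, to 0.47), and, without deep clusters, SOX6 (0.16) and ZFPM2 (0.094) in neuron-like cells. Leave-one-out ranges of rho were -1 to -1 for progenitor-like, 0.9 to 1 for neuron-like and for DA neuron-like cells, 0 (without day 20) to 0.6 for midbrain of called, -0.9 to -0.6 for midbrain of retained, -1 to -0.4 for forebrain of called and -1 to -1 for forebrain of retained. Among midbrain neurons they were 0.9 to 1 for DA, -1 to -1 for red nucleus, 0.667 to 0.975 for GABA and -1 to -0.9 for other, and 1 to 1 for DA neuron-like cells of midbrain cells. They were 0.7 to 1 for the DA N score and share, -1 to -1 for ventral minus dorsal and 0.5 to 0.8 for Ser N. Calls with 5 days are limited by the smallest p of 0.0167. Midbrain calls of DA neuron-like cells ranged from 91.5 to 92.3% and forebrain calls from 6.36 to 7.33%. Genes rising numbered 3604 (without day 50) to 5431 and genes falling 3159 to 4964 in all cells, 1607 to 3357 and 1584 to 3253 in neuron-like cells, and 1661 to 2775 and 1529 (without day 20) to 2616 in progenitor-like cells. No gene called under both settings had opposite directions, except 21 in neuron-like cells without deep clusters. Depth limits genes of few counts, as for slopes near 0.3.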

Differences from the paper's values

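The tests with a midbrain list without LMX1A, LMX1B and OTX2 and the other added settings were chosen after seeing the data. Only the first is used here, for the midbrain share of called cells and its peak day. In the paper, shares are of confidently assigned cells after projection to its atlas, or of confidently assigned DA neurons; here they are of neural cells with a region called, of retained cells, or of all DA neuron-like cells, so the denominators and the classes differ. For the midbrain share at the peak, the paper's values for 3D protocols are 25 and 35%, and the value here is 74.9% of 4725 called cells at day 30. The paper's midbrain shares, read by eye from Fig. 3G, are about 35% at day 20, about 28% at day 25, about 30% at day 30, about 20% at day 40, about 23% at day 50 and about 25% at day 60, and those here are 60.6, 67.2, 74.9, 70.7, 70.1 and 70.0%. None of the 14 or 15 alternatives set before the data were examined brings any of these shares of called cells within 1.5 times of the paper's. The midbrain list without LMX1A, LMX1B and OTX2 gave 24.9% at day 20, 19.4% at day 25 and 26.2% at day 30, within 1.5 times. It gave 36.0% at day 40, 47.1% at day 50 and 53.1% at day 60, which are not. As shares of retained cells, the values here are 51.8% at day 20 and 37.4% at day 60, just within 1.5 times of the paper's, and 58.1, 64.5, 51.6 and 45.6% at days 25, 30, 40 and 50, which are not.

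The paper's DA neuron shares, read by eye from Fig. 3H, are about 4% at day 25, about 13% at day 30, about 28% at day 40, about 31% at day 50 and about 26% at day 60, and those here are 1.71, 6.58, 13.9, 13.2 and 14.7% of retained cells. Of 11 alternatives set before the data were examined, Leiden resolution 3.0 (9.02%) is within 1.5 times of the paper's value at day 30 and all deposited barcodes (20.1%) at day 60, and the others are not; none is at days 25, 40 and 50. The paper's midbrain shares of DA neurons, read by eye from Fig. 3I, are about 2% at day 25, about 3% at day 30, about 11% at day 40, about 20% at day 50 and about 30% at day 60, and those here are 79.1, 83.9, 73.2, 77.6 and 73.5%. Of the alternatives set beforehand, only the midbrain list without PITX3, EN1, LMX1B and LMX1A came within 1.5 times of the paper's values. As shares of all DA neuron-like cells it gave 13.9% at day 40, 21.5% at day 50 and, just within, 20.3% at day 60. None came within 1.5 times at days 25 and 30. Across its time series, the paper describes midbrain cells as tending to be highest around days 30 to 40. Its shares for these organoids alone, read by eye from Fig. 3G, were highest at day 20. Here the highest share of called cells was at day 30 with the lists as fixed. Without the diencephalic genes in the forebrain list it was at day 25 (90.2%, against 88.2% at day 30). With a midbrain list without LMX1A, LMX1B and OTX2 it was at day 60 (53.1%, against 26.2% at day 30). The peak day therefore depends on the lists. The paper describes cultured DA neurons as mixed in region and less midbrain in identity than dissected tissue; here 92.0% of 2182 DA neuron-like cells with a region called were midbrain, and 56.0% with the midbrain list without PITX3, EN1, LMX1B and LMX1A.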

Other observations

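The EMX2 ratio and the immediate early tests within classes were chosen only after the result was seen. The lists below were counted and not tested for enrichment, and of all 23299 genes tested in the same fit, 5096 rose and 4776 fell. Of 8 Wnt response genes, 5 fell and 1 rose, also when adjusted over the list alone: LEF1, a Wnt transcription factor, fell by 0.63 on the log2 scale per 10 days (SE 0.11, adjusted p = 0.00414 from edgeR). ZNRF3, a receptor ligase that limits Wnt, fell by 0.25, and the gene that rose was RNF43, its relative, by 0.46, not past the threshold without day 60 (0.24). Of 6 Hedgehog response genes, 2 fell and 1 rose, also when adjusted over the list alone; PTCH1, the Hedgehog receptor, fell by 0.42 (SE 0.08, adjusted p = 0.00633). The calls of the other 2, GLI3 (-0.41, SE 0.13, adjusted p = 0.0441) and GLI2 (0.30, SE 0.10, adjusted p = 0.0401), were lost in many alternatives, among them without day 20 (-0.34 and 0.22) and with days thinned (-0.39 and 0.28). Of 7 FGF response genes, 1 rose and 2 fell, and of 8 Notch response genes, 3 fell and none rose, also when adjusted over each list alone. Of 15 axon guidance genes, 4 rose and 6 fell (4 and 7 when adjusted over the list alone); NTN1 fell by 0.48 and PLXNA4, a semaphorin receptor, rose by 0.46. Of 10 unfolded protein response genes, 4 rose and none fell, also when adjusted over the list alone; HERPUD1, an endoplasmic reticulum stress gene, rose by 0.36. Of 11 extracellular matrix genes, 5 rose and 2 fell, also when adjusted over the list alone; COL1A1, a collagen chain, rose by 1.48 (SE 0.16, adjusted p = 0.00115), from 1.72 to 72.2 CPM, and LAMA1, a laminin chain, fell by 0.41. COL1A1, COL1A2, LUM and DCN, 4 of the 5 that rose, are markers of fibroblast-like cells, which went from 0.0282 to 3.93% of retained cells over the same days. In progenitor-like sums DCN stood at 30.0, 83.6 and 78.2 CPM at days 40, 50 and 60, above 13.6, 38.3 and 54.2 over all cells. LUM stood there at 17.6, 19.9 and 21.1 CPM, against 9.60, 15.7 and 24.3. COL1A1 and COL1A2 were lower there at day 60, at 6.17 and 2.57 CPM against 72.2 and 58.2. The rise of DCN and LUM was therefore not confined to fibroblast-like cells. Of 12 hypoxia and glycolysis genes, 1 rose and 2 fell (none and 1 when adjusted over the list alone).

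RGS4, a regulator of G protein signaling that the paper names, had 0.15 over all cells (SE 0.22, adjusted p = 0.608 from edgeR). Of 8 immediate early genes, 6 rose and none fell (8 when adjusted over the list alone). FOSB, a member of the FOS family, rose by 1.32 (SE 0.35, adjusted p = 0.0251 from edgeR; no longer past the threshold without day 20 (1.34), day 25 or day 50 (1.29)). With days thinned to the same total count, 6 of 8 rose, which argues against total counts per day. Counts per cell were not tested, since thinning the day sums does not make them equal. Within neuron-like cells 4 of 8 rose and within progenitor-like cells 1 of 7 (6 and none when adjusted over each list alone), so a rise in the share of neurons may account for part of it and stays open, with 1 as the lower count. Dissociation stress was not tested.

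Cells with EMX2 and little LMX1A (clusters 0 and 10) were 11.1% of day 20, 2.24% of day 25 and 5.94% of day 30. Between the 2 first-round wells of day 20 or of day 30 their share differed by at most 1.24 times, which argues against a well. The EMX2 level of day 25 over the mean of days 20 and 30 was 0.701, so cells of the same kind may lie in other clusters at day 25. A difference between cultures stays open and was not tested, with 1 culture per day.

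Clusters 9, 11 and 29 had 2.04, 2.42 and 2.36 times the median counts per cell. Their mean Scrublet score was 0.140, above 0.0704, the 95th percentile of the other clusters. Cluster 9 held progenitor and cycling genes at 0.338 of the way from neuron-like to progenitor-like cells and may hold doublets of a neuron and a progenitor. Cluster 29 held glioblast genes at 0.291 of the way from neuron-like to glioblast-like cells, between the bounds set for doublets and for single cells, so these cannot be told apart. A transitional cell state was not tested.

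Chance was set against the gene trends by 30 random orders of the days beside the real one, 31 splits in all, of which 1, the real order, reached its count in each of the 3 sums. The real order gave 9872 genes in all cells, with 6820 as the highest other. In neuron-like cells it gave 5878 against 4803, and in progenitor-like cells 5308 against 3067, so chance order can be excluded at 1 of 31 splits.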
